# Comparative Transcriptome Profiling of Chilling Stress Responsiveness in Two Contrasting Rice Genotypes

**DOI:** 10.1371/journal.pone.0043274

**Published:** 2012-08-17

**Authors:** Ting Zhang, Xiuqin Zhao, Wensheng Wang, Yajiao Pan, Liyu Huang, Xiaoyue Liu, Ying Zong, Linghua Zhu, Daichang Yang, Binying Fu

## Abstract

Rice is sensitive to chilling stress, especially at the seedling stage. To elucidate the molecular genetic mechanisms of chilling tolerance in rice, comprehensive gene expressions of two rice genotypes (chilling-tolerant LTH and chilling-sensitive IR29) with contrasting responses to chilling stress were comparatively analyzed. Results revealed a differential constitutive gene expression prior to stress and distinct global transcription reprogramming between the two rice genotypes under time-series chilling stress and subsequent recovery conditions. A set of genes with higher basal expression were identified in chilling-tolerant LTH compared with chilling-sensitive IR29, indicating their possible role in intrinsic tolerance to chilling stress. Under chilling stress, the major effect on gene expression was up-regulation in the chilling- tolerant genotype and strong repression in chilling-sensitive genotype. Early responses to chilling stress in both genotypes featured commonly up-regulated genes related to transcription regulation and signal transduction, while functional categories for late phase chilling regulated genes were diverse with a wide range of functional adaptations to continuous stress. Following the cessation of chilling treatments, there was quick and efficient reversion of gene expression in the chilling-tolerant genotype, while the chilling-sensitive genotype displayed considerably slower recovering capacity at the transcriptional level. In addition, the detection of differentially-regulated TF genes and enriched *cis*-elements demonstrated that multiple regulatory pathways, including CBF and MYBS3 regulons, were involved in chilling stress tolerance. A number of the chilling-regulated genes identified in this study were co-localized onto previously fine-mapped cold-tolerance-related QTLs, providing candidates for gene cloning and elucidation of molecular mechanisms responsible for chilling tolerance in rice.

## Introduction

Chilling (0–15°C) stress is one of the major environmental factors limiting rice production in temperate and high altitude areas. During early growth stages, low temperature affects seed germination and seedling establishment. Later, during reproductive growth, chilling stress can inhibit proper microspore development, leading to a shortage of viable pollen during anthesis, and, eventually, to severe yield reductions [1], [2]. Consequently, improving chilling tolerance may lead to increased rice production.

Rice exhibits a high degree of genetic variability for chilling tolerance, with *indica* strains being more chilling sensitive than *japonica* rice, especially at the seedling stage [1], [3]. Genetic analysis indicates that chilling stress tolerance in rice is a quantitative trait, and a number of QTLs for chilling tolerance have been mapped to the rice genome [1], [4], [5], [6], [7], [8], indicating the possible involvement of a complex set of physiological and genetic mechanisms. Several major QTLs for chilling tolerance were recently fine-mapped to small chromosome regions using different mapping populations [9], [10], [11], [12], and one major QTL, *Ctb1*, from a cold-tolerant variety (Norin-PL8) has been cloned using a traditional map-based cloning strategy [13]. All of these results provide a foundation for further cloning of genes responsible for rice chilling tolerance.

Functional genomics analysis has revealed that complex regulatory networks are involved in chilling stress tolerance in plants. It is well known that the CBF/DREB-dependent response pathway plays an important role in low temperature tolerance during cold acclimation, and CBFs have been identified as the first wave of cold-induced genes [14]. Genome-wide gene profiling has determined that changes in gene expression occur in response to low temperature in a wide range of plant species. Using cDNA microarray analysis, a set of 121 genes were induced in a chilling-tolerant *japonica* rice by 24 h initial incubation at 10°C, and an “early response” regulatory network including ROS-bZIP1 was found to play a crucial role in short-term adaptive responses [15]. Further genome-wide gene profiling of rice in response to chilling stress revealed that several regulatory clusters, including bZIP factors acting on as1/ocs/TGA-like element-enriched clusters, ERF factors acting on GCC-box/JAre-like element-enriched clusters, and R2R3-MYB factors acting on MYB2-like element-enriched clusters, are involved in early chilling response, and oxidative signaling by H2O2 is at the center of the regulatory network [16].

A novel MYBS3-dependent pathway has recently been identified as essential for cold tolerance in rice. MYBS was found to repress the CBF–dependent cold signaling pathway. Molecular evidence indicates that CBF responds early, and MYBS late, to chilling stress, suggesting distinct pathways that function sequentially and complementarily to promote short- and long-term chilling stress adaptation in rice [17]. Additional but less-studied molecular pathways are also known to exist, and there are probably others that have not yet been uncovered.

Previous gene profiling experiments were performed using only a single genotype without comparing the transcriptomic differences between chilling-tolerant and chilling-sensitive varieties. Contrasting genotypes can serve as a powerful tool for understanding the physiological and molecular mechanisms of chilling tolerance in rice. In this study, parallel transcriptomic analysis in two rice genotypes with contrasting chilling-tolerant phenotypes was performed to identify and characterize novel genes involved in chilling stress tolerance in rice. The results of this study should contribute to our understanding of the evolution of environmental stress adaptation mechanisms and thereby assist efforts to improve rice tolerance using biotechnology and molecular breeding.

## Materials and Methods

### Plant Materials and Chilling Stress Treatment

Two rice cultivars that exhibit contrasting sensitivity to chilling were used in this study: the chilling-tolerant *japonica* genotype Li-Jiang-Xin-Tuan-Hei-Gu (LTH) and chilling-sensitive *indica* cultivar IR29. Mature non-dormant seeds were incubated at 30°C for 3 days prior to germination, and then sown in soil plates. LTH and IR29 were planted at the same spacing in the same plates; four plates each representing biological replicates were set up for both the chilling treatment and the control. Seedlings were allowed to grow to the S3 stage for 8 to 10 days at 29°C.

For the chilling stress treatments, S3-stage seedlings on soil plates were placed in a growth chamber (Beijing ZNYT, China) maintained at 4°C (±1°C) with a 12 h light/12 h dark photoperiod. This chilling stress treatment was suggested to be an effective method for evaluating chilling injury in cultivated rice at seedling stage [18], [19]. Control seedlings were grown under the same conditions except at 29°C. After 48 h of chilling treatment, seedlings on soil plates were moved to the control environment. Leaf samples from both chilled and control samples were collected with three biological replicates at 2, 8, 24, and 48 h time points during the course of the 48 h experiment, and then 24 h later, following recovery from chilling. All collected samples were snap-frozen in liquid nitrogen and stored at −70°C.

### Physiological Traits of the Two Genotypes under Chilling Stress

Membrane stability was measured using the procedure of reported before with minor modifications for rice leaf tissue [20]. Three replicates of 0.5 g fresh leaves were sampled from control and chilling-treated seedlings. After being cut into 1-cm pieces, the 0.5 g leaf samples were immersed in 20 mL distilled water in a test tube for 1 h with the help of a vacuum pump. After standing for 2 h at 25°C, water conductivity was measured. Leaf discs were then killed in the same solution by autoclaving, and total conductivity was measured at room temperature. Percent injury arising from each treatment was calculated from conductivity data using the equation: % injury = [(% L(t)−% L(c))/(100−% L(c))]×100), where % L (t) and % L(c) are percent conductivity for treated and control samples, respectively. Proline and MDA concentrations were measured according to the protocol of Shukla et al. [21]. Antioxidant enzyme activity, including SOD, POD, CAT, and GR, were determined following previously reported methods [22], and ascorbic acid and GSH concentration were determined as described in Qian et al. [23].

### Affymetrix GeneChip Hybridization and Data Analysis

Microarray hybridization was performed using an Affymetrix GeneChip Rice Genome Array (Affymetrix, Santa Clara, CA), which contain probes to query 51,279 transcripts from two rice cultivars, including 48,564 *japonica* and 1,260 *indica* transcripts. For microarray hybridization experiments, total RNA was extracted using TRIzol reagent and then purified and concentrated using an RNeasy MinElute Cleanup Kit (Qiagen). Preparation of cDNA and cRNA, array hybridization, and quality control checks were performed by Tianjin Biochip Corporation (Tianjin, China). Biotin-labeled cRNA was prepared using a GeneChip IVT Labeling Kit (Affymetrix, Santa Clara, USA); the cRNA fragments were then hybridized to the array for 16 h at 45°C using a GeneChip Hybridization Oven 640. After washing and staining with R-phycoerythrin streptavidin in a Genechip Fluidics Station 450, the arrays were scanned with a Genechip Scanner 3000 7G 4C. The scanned images were visually examined and then processed to generate raw data saved as CEL files using GCOS1.4 default settings. Array normalization was performed using dChip software. The original microarray data set has been deposited in NCBI’s Gene Expression Omnibus (GSE38023). Differentially expressed genes (DEGs) between the chilling stress sample and the control sample were identified by dChip software using a two-fold change threshold and in lower bound fold change method.

### Functional Classification and Prediction of Cis-acting Regulatory Elements

Functional enrichment/over-representation analysis was carried out using GOEAST (http://omicslab.genetics.ac.cn/GOEAST/index.php [24]) followed by manual adjustments. GO slim categories significantly overrepresented were calculated by a hypergeometric distribution with a cutoff level at 0.05. Using a Perl program and information downloaded from the PLACE *cis*-element database, *cis*-elements of genotype-specific response genes were identified from both strands of upstream 1-kb promoter sequences retrieved from rice genes. To determine over-representation of putative *cis*-regulatory elements between two groups of genes, *p*-values were calculated using a hypergeometric distribution, with *p*≤0.05 being used as the criterion for statistical significance for an identified *cis*-element.

### Quantitative Real-time PCR

Real-time PCR was performed using an ABI Prism 7900 Sequence Detection System (Applied Biosystems). Diluted cDNA was amplified using primers specific for the tissue-enriched genes and SYBR Green Master Mix (Applied Biosystems). Expression levels of tissue-enriched transcripts were normalized using an endogenous â-actin control. Each set of experiments was repeated three times, and the DDCT relative quantification method was used to evaluate quantitative variation. Primers used to amplify the selected genes are listed in Table S1.

## Results and Discussion

### Phenotypic and Physiological Performance of the Two Rice Genotypes Under Chilling Stress

Two rice genotypes with contrasting chilling tolerance were used in this study. Li-Jiang-Xin-Tuan-He-Gu (LTH) is widely identified as a chilling-tolerant (CT) *japonica* landrace variety [7], [25], [26], while IR29 is a chilling-sensitive *indica* cultivar [27]. To investigate physiological variation in chilling tolerance in the two genotypes, several indices of stress-induced effects were measured. LTH exhibited better chilling-stress tolerance and recovery ability than IR29, as observed by visual comparison of leaf rolling and wilting symptoms (Figure 1A). Compared with LTH, chilling-treated IR29 seedlings experienced more extensive cell membrane injury (relative electrolyte leakage) and exhibited higher MDA (malondialdehyde) concentration, especially after the 24 h recovery period following the 48 h chilling treatment (Figures 1B and 1C). There was no evident change of proline concentration detected in both genotypes under chilling stress compared with control, but significantly high levels of proline were detected in both cultivars after recovery (Figure 1D), indicating that proline may play an important role in the recovery process of rice plant under chilling stress.

**Figure 1:**
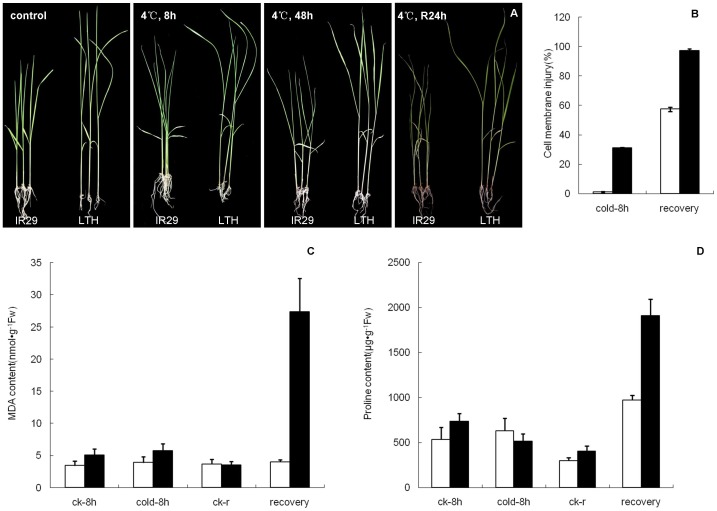
Phenotypes of two rice genotypes under chilling stress and subsequent recovery. (A) Comparison of seedlings of LTH and IR29 in control, treated at 4°C for 8 h, 48 h and recovery for 24 h after 48 h treatment. (B) Cell membrane injury of LTH and IR29 treated at 4°C for 8 h and recovery for 24 h after 48 h treatment. (C) and (D) MDA and proline content of LTH and IR29 treated at 4°C for 8 h and recovery for 24 h after 48 h treatment. LTH cultivar (white) and IR29 cultivar (black). Values are means of 3 replicates. Vertical bars indicate standard error.

Antioxidant enzyme activity and antioxidant concentration in seedlings subjected to chilling stress were also analyzed to assess the biochemical difference between the two genotypes. Slight changes in CAT, POD, and GR activity were observed after 8 h of chilling treatment in LTH compared with the control, while GR activity in IR29 increased nearly three-fold compared with the LTH cultivar. Both genotypes exhibited a remarkable increase in SOD activity after 8 h of chilling treatment compared with the control, with higher SOD activity in IR29 than LTH. Reduced glutathione (GSH) concentration after 8 h chilling stress and subsequent recovery was higher in IR29 than in LTH (Figure S1). These results indicate that certain antioxidants were involved in chilling stress response, which was in consistent with those reported previously [22]. Based on the different physiological traits measured in this study and previously reported evidences, LTH and IR29 clearly differ in their response to chilling stress.

### Genome-wide Gene Expression of Two Contrasting Rice Genotypes Under Chilling Stress Using an Affymetrix Rice Genome Array

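Leaves of S3-stage seedlings of LTH, a chilling-tolerant japonica landrace, and of IR29, a chilling-sensitive indica cultivar, were hybridized to 36 Affymetrix rice genome arrays. Each genotype was sampled at 29°C as the control, after 2, 8, 24 and 48 h at 4°C, and after 24 h of recovery at 29°C that followed the 48 h treatment, with 3 arrays per condition. The authors scanned the arrays with GCOS at default settings, normalized them with dChip and deposited 1 linear intensity per probe set and array. The dChip version, expression model and background option are not named in the paper's text. Array medians lay between 9.83 and 11.2, so the deposited intensities were used without a further normalization. Intensities under 1 were set to 1 and log2 was taken. All arrays entered 1 limma fit with 12 groups, in which the groups share an estimate of the spread. A probe set was counted as up- or down-regulated at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold. Each chilling or recovery condition was compared with the control of its genotype. The paper describes control leaves collected along with the chilled ones, but the labels give 1 control group of 3 arrays per genotype, without an hour. Changes with time of day or age of the seedlings can therefore not be told apart from those of chilling or recovery. The 2 controls were compared with each other, and the difference between the LTH and IR29 responses was tested as an interaction. Of 57194 probe sets tested, 22436 carry 1 gene in the platform annotation, and a gene with several probe sets was represented by the one with the highest mean. Gene lists were tested with camera, which compares the probe sets that stand for the genes of a list with all other probe sets tested. Many of those others carry no gene. The p-values measure the spread between arrays, which the paper describes as 3 biological replicates, and their number limits the precision. In simulated data for LTH at 2 h, 16.4% of 2-fold, 64.2% of 4-fold and 92.4% of 8-fold changes were called. Only 67, 67 and 66 probe sets were changed there, against 7792 called in the data. The adjustment is therefore stricter in the simulation, and these shares may be too low for the data. A true 2-fold change also lies right at the threshold.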

To investigate chilling-induced alterations in gene expression of the two genotypes in this study, an Affymetrix rice genome array was used. Differentially expressed genes (DEGs) under chilling stress and subsequent recovery conditions were identified using the combined criteria of two-fold or more change and a significant *t*-test (*p*<0.05) based on three biological replicates. We found 8,484 genes differentially regulated in either of genotypes under stress and recovery compared with the control. Among them, 7,158 DEGs were detected during at least one chilling-stress time point, and 3,230 DEGs were identified under recovery condition.

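Genes of calcium signalling and of trehalose metabolism were among those changed in both genotypes at every chilling time point. TPP1 (LOC4330221), of trehalose metabolism, was induced at 2 h with a log2 fold change of 5.23 (standard error 0.26, adjusted p = 1.1e-14) in LTH and 3.73 (adjusted p = 8.2e-12) in IR29. CIPK5 (LOC4327093), of calcium signalling, was repressed at 2 h with a log2 change of -4.03 (standard error 0.37, adjusted p = 2.9e-09) in LTH and -3.39 (adjusted p = 5.1e-08) in IR29. In LTH after 24 h of recovery, neither TPP1 (log2 fold change -0.60 (adjusted p = 0.27)) nor CIPK5 (-0.57 (adjusted p = 0.58)) passed the test. In IR29 at that point TPP1 lay below its control with a log2 fold change of -1.35 (adjusted p = 1.5e-04), and CIPK5 was still repressed with -2.86 (adjusted p = 4.8e-07). Leaving out the second recovery array of IR29 brought TPP1 there to -0.99, under 2-fold, as did an offset of 32 before log2 (-0.98, adjusted p = 2.7e-04). Counted over all comparisons with the control, 29738 probe sets were differentially expressed in either genotype. Of these, 26398 were called during at least 1 chilling time point and 12195 under recovery. The counts are of probe sets, and a gene can have several of them.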

To assess similarities and differences between the low-temperature transcriptomes of LTH and IR29, cluster analysis of all 8,484 DEGs was performed using MeV (http://www.tm4.org/mev/). As shown in Figure 2, the 2 h chilling-stressed samples of both genotypes clustered together, but at all later chilling and recovery time points, LTH and IR29 formed separate clusters. In addition, the recovery samples of these two genotypes were grouped into a single cluster. These results clearly indicate that the transcriptomic responsiveness to chilling stress in LTH and IR29 can be divided into two phases: an early response phase (2 h chilling stress) and late response phase (8, 24, and 48 h chilling stress), consistent with previous reports on chilling stress gene profiling [15], [16].

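Some genes changed only after 2 h, and some in 1 genotype only. HSFB2C (LOC4347637), a heat stress factor, was repressed at 8 h in both LTH (log2 fold change -3.34 (standard error 0.84, adjusted p = 0.0035)) and IR29 (-3.69 (adjusted p = 0.0013)), while at 2 h neither LTH (-0.87 (adjusted p = 0.54)) nor IR29 (-1.27 (adjusted p = 0.31)) passed the test. ICL (LOC4343441) was induced in LTH at 2 h (log2 fold change 4.36 (standard error 0.59, adjusted p = 1.9e-06)) and at 8 h (3.99 (adjusted p = 5.7e-06)) and did not pass in IR29 (0.60 (adjusted p = 0.53) at 2 h). Its response differed between the genotypes by 3.75 (adjusted p = 0.014) at 2 h in the interaction. GRF1 (LOC4330903) was induced in IR29 from 8 h (3.80 (standard error 0.69, adjusted p = 1.1e-04)) and not in LTH (0.86 (adjusted p = 0.46)), and its interaction passed at 24 h (-3.64 (adjusted p = 0.018)) but not at 8 h (-2.94 (adjusted p = 0.10)). The interaction of ICL lost its call without the first control array of LTH (3.35), that of GRF1 at 24 h without 3 of the 12 arrays it uses (-3.34 to -2.79), and that at 8 h passed without the second control array of IR29 (-3.63). HSFB2C in IR29 at 2 h passed without the third array of that group (-2.50). The 10 mean log2 ratios over 29738 differentially expressed probe sets were clustered by average linkage on 1 minus Pearson's r across probe sets, which are not independent replicates. The 24 and 48 h profiles of LTH joined first (height 0.0685), followed by those of IR29 (0.0696), and the 8 h profile of each genotype joined next. The 2 h profile of LTH joined the other LTH chilling profiles at a height of 0.185, and the 2 h profile of IR29 joined those of IR29 at 0.237. Both genotypes came together at 0.381, and the recovery profiles joined each other at 0.421. Between the 2 h profiles of the genotypes r was 0.72, compared with 0.85 between LTH at 2 and 8 h and 0.71 between IR29 at 2 and 8 h. Profiles of 1 genotype share control arrays, which alone gave r = 0.50 and a covariance of 0.104 in simulated unchanged groups. The observed covariance was 1.19 for LTH at 2 and 8 h, 1.10 for IR29 at 2 and 8 h, and 1.05 between the 2 h profiles of the genotypes, which share no arrays. Complete linkage, Euclidean distance and the use of all probe sets also kept the 4 chilling profiles of each genotype in 1 group. From its clustering, the paper concludes that the response divides into an early phase at 2 h and a late phase from 8 to 48 h.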

**Figure 2:**
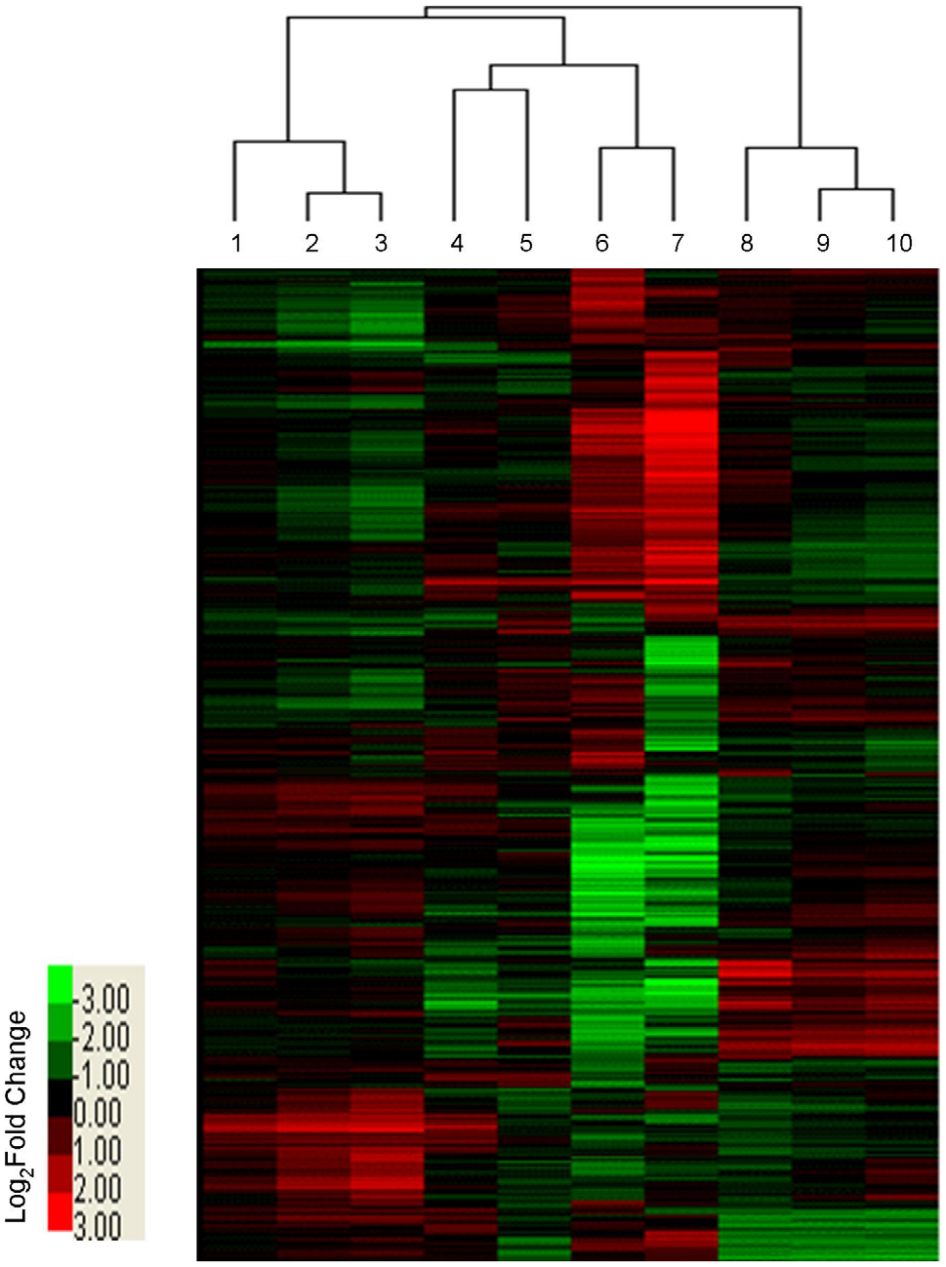
Hierarchical cluster analysis of all DEGs in LTH and IR29. These include 8484 DEGs at 2, 8, 24, and 48 h time points during chilling-stress treatments and subsequent 24 h recovery. The median ratio (stressed/control) was log (base 2)-transformed and subjected to linkage hierarchical clustering. 1, 2, 3 indicate LTH at 8, 24, and 48 h chilling-stress time points, respectively; 4 and 5 indicate LTH and IR29 at 2 h chilling stress, respectively; 6 and 7 indicate LTH and IR29 during 24 h recovery, respectively; 8, 9, and 10 indicate IR29 at 8, 24, and 48 h chilling-stress time points, respectively.

The chilling-induced DEG profiles detected using the microarray were confirmed for 24 selected genes using quantitative RT-PCR analysis (Figure S2). In total, 240 comparisons were made, as the expression of each gene was monitored at five separate chilling treatment time points compared with the control in both LTH and IR29 (24*5*2). Gene expression profiles identified by the microarray experiments exhibited a high degree of similarity (*r* = 0.892) to those obtained from the quantitative RT-PCR analyses, thus confirming the reliability and robustness of the microarray data.

### Intrinsic Transcriptome Differences of LTH and IR29 Prior to Chilling Stress

Phenotypic differences resulting from gene expression variation have been observed in different ecotypes of *Arabidopsis thaliana* [28]. 

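Under control conditions Cht4 (LOC4336263) was far higher in LTH, with an intensity of 346.3 ± 113 (SD, n = 3) against 3.257 ± 1.29 (SD, n = 3) in IR29, a log2 difference of 6.75 (standard error 0.66, adjusted p = 4.2e-09). DREB1G (LOC4330306) was lower in LTH, at 10.07 ± 2.07 (SD, n = 3) against 37.35 ± 12.6 (SD, n = 3), a log2 difference of -1.86 (standard error 0.38, adjusted p = 7.4e-04). With an offset of 32 before log2, DREB1G was not called (-0.71, adjusted p = 0.096). In total 2329 probe sets were higher and 1967 lower in LTH than in IR29. A sequence difference can lower the signal of 1 probe set of a gene. In 79 genes with other probe sets whose mean log2 value lay above that of an intensity of 32, the median difference of the others was 0.93 of the called one (bootstrap 95% confidence interval 0.64 to 1.01). A sequence difference that reaches all probe sets of a gene would not be seen in this ratio.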

To explore the intrinsic difference of gene expression to chilling stress, gene expression levels in LTH and IR29 under control conditions were analyzed; 286 and 280 genes were up- and down-regulated, respectively, in LTH compared with IR29 under normal growth conditions. Previous studies have suggested that the highly constitutive gene expression prior to abiotic stress treatment might represent a constitutive tolerance in tolerant genotypes [29], [30], [31], [32]. As shown in Table S2, the genes with higher basal expression in LTH were functionally enriched in metabolism, stress response, signal transduction, transcription regulation, and redox regulation based on GO analysis. 

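ACO1 (LOC4347225) and BURP17 (LOC4349896) were higher in LTH than in IR29 under control conditions. ACO1 had an intensity of 1463 ± 382 (SD, n = 3) in LTH and 5.667 ± 1.98 (SD, n = 3) in IR29, a log2 difference of 8.04 (standard error 0.48, adjusted p = 9.5e-14). BURP17 had 1346 ± 230 (SD, n = 3) in LTH and 2.347 ± 0.287 (SD, n = 3) in IR29, a log2 difference of 9.16 (standard error 0.54, adjusted p = 9.1e-14). Their intensities in IR29 lie under the median of every array (9.830 at the lowest), so the size of both differences depends on how low values are treated. Both have 1 probe set, so a sequence difference at its probes cannot be told from a difference in transcript level. Of 16 genes of ROS scavenging, 1 was higher in LTH (1 when adjusted over the list alone) and 1 lower (1 when adjusted over the list alone). Their median log2 difference of -0.14 and their mean of 0.04 differ in sign, and camera placed them lower than other probe sets at adjusted p = 0.71. The gene higher in LTH was APX5 (LOC4351664), with a log2 difference of 3.20 (standard error 0.25, adjusted p = 4.7e-11). Among 6 glutathione S-transferases 0 were higher in limma (0 at an unadjusted p under 0.05 and 2-fold) and 1 was lower, the same counts as when adjusted over the list alone.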

Based on their expression under chilling stress, these genes can be classified into several groups as follows.

The largest group comprises genes unresponsive to chilling stress in either genotype. This includes 154 genes that were heavily represented in LTH, such as those encoding glutathione S-transferase, oxidoreductase and thioredoxin, which promote chilling tolerance by maintaining cell redox homeostasis [33], [34], [35], [36]. A few stress-responsive genes encoding calcium homeostasis regulator CHoR1, death-associated protein kinase 1, four LRR-containing proteins, and four F-box domain-containing proteins also belong to this group. Even though not all of the genes in this group are involved in chilling-stress response, the higher basal expression levels of those genes that are related to stress-responsive and redox regulation may be responsible for the intrinsic tolerance to chilling stress found in LTH.

The second group consists of 27 genes induced in LTH or IR29 during at least one chilling-stress time point. Among these, there were six genes encoding transcription factors, two genes encoding short-chain dehydrogenase/reductase (SDR) family proteins, and three stress-responsive genes encoding senescence-associated protein DIN1, hairpin-induced protein 1, and polygalacturonase inhibitor 1, indicating their positive role in chilling-stress responsiveness.

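Among the transcription factors higher in LTH under control conditions, EIL1 (LOC4332697) had a basal log2 difference of 4.20 (standard error 0.35, adjusted p = 1.6e-10). Chilling raised it further in LTH, by a log2 fold change of 1.83 (adjusted p = 2.2e-04) at 8 h, 2.84 (adjusted p = 2.3e-07) at 24 h and 3.47 (adjusted p = 3.3e-09) at 48 h. In IR29 its changes of 0.05 at 8 h, 0.58 at 24 h and 0.99 at 48 h did not pass the test. The interaction passed at 8 h (1.78 (adjusted p = 0.043)), 24 h (2.26 (adjusted p = 0.0041)) and 48 h (2.49 (adjusted p = 0.0011)), so the induction was larger in LTH. That at 8 h was lost without any of 10 of the 12 arrays it uses (1.47 to 1.86) and with quantile normalization (1.78, adjusted p = 0.068), and in IR29 the 48 h change passed without 2 of the 6 arrays (1.05).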

Among the genes that were enriched in LTH compared with IR29 under control conditions, there were 77 genes found to be repressed exclusively in LTH during at least one time point in the chilling stress treatment. Excluding 43 genes of unknown function, they were functionally prevalent in redox regulation, metabolism, and stress response and transport, including genes encoding several peroxidases, oxidoreductases, wall-associated kinase 3, and receptor-like kinase ARK1AS. These genes might have a role in the negative regulation of chilling stress tolerance or LTH-specific responsiveness to chilling stress.

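APX5, which had higher basal expression in LTH, was repressed in LTH at every chilling time point. Its log2 fold change was -1.08 (adjusted p = 0.0021) at 2 h, -1.38 (adjusted p = 1.2e-04) at 8 h, -1.24 (adjusted p = 3.1e-04) at 24 h and -2.03 (adjusted p = 1.5e-07) at 48 h, with a standard error of 0.25. In IR29 it did not pass the test at any chilling time point, with log2 fold changes from -0.72 to -0.31. APX5 started from a lower level in IR29, which may have left it less room to fall there. Its difference in response between the genotypes is uncertain for that reason. In LTH the call at 2 h was lost without the first control array (-0.92), with quantile normalization (-0.99, adjusted p = 0.0076) and with an offset of 32 before log2 (-0.75, adjusted p = 9.6e-06). That offset also ended the calls at 8 h (-0.93, adjusted p = 2.9e-07) and 24 h (-0.85, adjusted p = 7.5e-07). The difference between the genotypes passed at 48 h (-1.67 (adjusted p = 0.0022)) and not at 2 h (-0.77 (adjusted p = 0.35)), 8 h (-0.71 (adjusted p = 0.37)) or 24 h (-0.52 (adjusted p = 0.46)). From basal levels and chilling responses, the paper proposes that such genes act as negative regulators of tolerance or belong to a response of LTH, and that higher basal expression of redox and stress genes contributes to its tolerance.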

A large number of genes involved in transcription regulation, transport, and metabolism were found to be repressed in LTH compared with IR29 under control conditions; these genes included those encoding two heat shock proteins (HSP), one heat shock transcription factor (HSF), a photosystem II D2 protein, and a set of protein kinase domain-containing proteins (Table S3). 

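Heat shock genes with lower basal expression in LTH included HSP16.0 (LOC4340661), at 2.607 ± 0.834 (SD, n = 3) in LTH and 806.3 ± 152 (SD, n = 3) in IR29, a log2 difference of -8.30 (standard error 0.74, adjusted p = 4.9e-10). CLPB1 (LOC4339343) was lower with a log2 difference of -2.73 (standard error 0.86, adjusted p = 0.039). The heat stress factor HSFC2A (LOC4328809) was lower with a log2 difference of -2.33 (standard error 0.39, adjusted p = 4.9e-05), and FTSH6 (LOC4340563) with a log2 difference of -4.63 (standard error 0.52, adjusted p = 5.3e-08). The other probe set of FTSH6 changed in the same direction, while HSP16.0, CLPB1 and HSFC2A have 1 probe set each. The call of CLPB1 was lost without any 1 of the 6 control arrays (-2.90 to -2.47) and with an offset of 32 before log2 (-1.72, adjusted p = 0.053). The list of 27 heat shock proteins did not pass camera (adjusted p = 0.79), with 1 higher, 2 lower, a median log2 difference of 0.00 and a mean of -0.28. The same counts were found when adjusted over the list alone. Of 6 WRKY factors, 4 were lower in LTH (4 when adjusted over the list alone) and 0 were higher in limma (0 at an unadjusted p under 0.05 and 2-fold), with adjusted p = 0.016 with the preset correlation and adjusted p = 0.26 with an estimated correlation. Of 14 Tify genes, 4 were lower (4 when adjusted over the list alone) and 0 higher in limma (0 at an unadjusted p under 0.05), with adjusted p = 0.056, and the list passed with the replicate block (adjusted p = 0.021). The WRKY list did not pass without dim probe sets (adjusted p = 0.050). In the protein phosphatase 2C family of 55 genes 2 were higher and 4 lower (2 and 5 when adjusted over the list alone), with adjusted p = 0.0074 with the preset correlation and adjusted p = 0.23 with an estimated correlation.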

HSP and HSF play a central role in heat shock response in plants and also in other organisms [30], [37], but the role of these heat-shock-related proteins in chilling stress responsiveness of plants still needs to be analyzed.

### Genotypic Differences in Transcriptomic Response to Chilling Stress

Among the 7158 DEGs found in both genotypes under chilling stress, there were 4939 and 4878 genes showing differential expression in LTH and IR29, respectively. 

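Among genes induced in both genotypes, SAP17 (LOC4346945) rose at 24 h with a log2 fold change of 5.01 (standard error 0.40, adjusted p = 7.3e-11) in LTH and 3.48 (adjusted p = 7.3e-08) in IR29. SGR (LOC4347672) rose only in LTH under chilling, with 2.65 (standard error 0.25, adjusted p = 1.4e-09) at 24 h against 0.31 (adjusted p = 0.40) in IR29, and its interaction passed at 24 h (2.34 (adjusted p = 8.3e-05)). GRF1 (LOC4330903) rose only in IR29 at 48 h (4.91 (adjusted p = 1.2e-06), interaction -3.39 (adjusted p = 0.022)). This interaction was lost without 3 of the 12 arrays it uses (-3.29 to -3.00). Over all chilling time points 18348 probe sets were differentially expressed in LTH and 19293 in IR29. Those raised in both numbered 4527, against 1298 expected if the genotypes were independent. A further 4148 were raised in LTH only, of which 39.3% also passed the interaction at a chilling time point. Raised in IR29 only were 4028, of which 19.7% passed it. A probe set called in 1 genotype only is therefore not in itself a difference between the genotypes.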

Of the up-regulated genes, 1256 were exclusive to LTH, 949 were found only in IR29, and 1161 were identified in both genotypes (Figure 3A). 

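BIP1 (LOC4328075) was repressed in both genotypes at every chilling time point, with a log2 fold change at 48 h of -3.12 (standard error 0.21, adjusted p = 1.3e-12) in LTH and -3.97 (adjusted p = 1.5e-14) in IR29. PSB28 (LOC4326537), of the photosystem list, was repressed only in IR29, with -1.56 (standard error 0.26, adjusted p = 3.9e-05) at 2 h and -1.67 (adjusted p = 7.5e-06) at 48 h, and the difference from LTH passed at 48 h (1.41 (adjusted p = 0.012)). CBL4 (LOC4339432), of calcium signalling, was repressed in IR29 at 24 h (-1.64 (standard error 0.50, adjusted p = 0.012)) and not in LTH (1.00 (adjusted p = 0.14)), and the interaction passed (2.64 (adjusted p = 0.017)). Both calls of CBL4 were lost without single arrays, in IR29 without 2 of the 6 arrays (-1.47 to -1.40) and in the interaction without 4 of the 12 arrays (2.37 to 2.47). Probe sets lowered in both genotypes numbered 6011, against 1834 expected from independent responses. LTH alone had 3708, of which 21.6% passed the interaction, and IR29 alone had 4782, of which 35.8% passed.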

Of the down-regulated genes, 1024 and 1270 were identified as LTH- and IR29-specific, respectively, and 1498 were repressed in both genotypes (Figure 3B).

**Figure 3:**
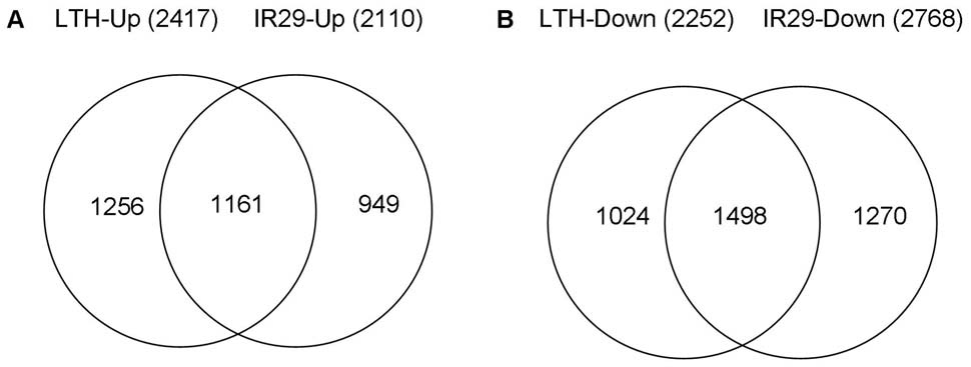
Venn diagram of up- and down-regulated genes in LTH and IR29 under chilling stress conditions. (A) Up-regulated genes; (B) down-regulated genes.

A comparison of the kinetics of gene expression pattern changes in LTH and IR29 revealed that chilling stress induced a continuous increase in DEGs; the number of up-regulated genes clearly exceeded that of down-regulated genes in LTH at each chilling treatment time point, whilst chilling stress caused more genes to be repressed in IR29 over the course of the stress treatment (Table S4). These results may reflect the distinct nature of chilling stress responsiveness in tolerant and sensitive genotypes. 

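Heat shock protein and aquaporin genes made up part of the repressed genes in both genotypes, and the direction of the balance differed between time points. In LTH, up-regulated probe sets exceeded down-regulated ones at 2 h (4004 and 3788) and at 8 h (4155 and 3724). Down-regulated probe sets exceeded up-regulated ones in LTH at 24 h (6240 and 5414) and at 48 h (7521 and 7055). IR29 had more down- than up-regulated probe sets at 2 h (5429 and 4033), 8 h (4568 and 4146), 24 h (6517 and 4889) and 48 h (7910 and 6056). The balance was close to even and turned under some settings. Down-regulated probe sets exceeded up-regulated ones in LTH at 2 h with Student's t-test unadjusted (4629 and 4401), with only the arrays compared (4579 and 4210), without the third 2 h array (3465 and 3411) and counted as genes (2350 and 1928), and in LTH at 8 h counted as genes (2067 and 1961). Up-regulated ones exceeded down-regulated ones in LTH at 24 h with Student's t-test adjusted (3138 and 2783), in IR29 at 2 h with quantile normalization (4620 and 4608) and in IR29 at 8 h with the lower bound of the fold (2179 and 2080). In LTH at 48 h they did so only with minimum differences between group means, added after the results were seen. These were 100 (2270 and 2183) or 200 (1672 and 1380) on top of the lower bound, and 200 on top of the unadjusted t-test (2161 and 1954). With 50 on top of either, or 100 on top of the t-test, the balance there did not turn. The interaction, in which a positive value is a higher response in LTH, passed for 680 probe sets upwards and 230 downwards at 2 h. Their total of 910 fell by more than 1.5 times without any 1 of 6 of the 12 arrays it uses: LTH control 1 (535), LTH control 3 (529), LTH 2 h array 2 (488), LTH 2 h array 3 (558), IR29 control 3 (527) or IR29 2 h array 2 (565). At 48 h it passed for 3370 upwards and 1616 downwards. From the balance of up- and down-regulation the paper proposes a distinct nature of the chilling response in tolerant and sensitive genotypes.

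**Figure D1:**
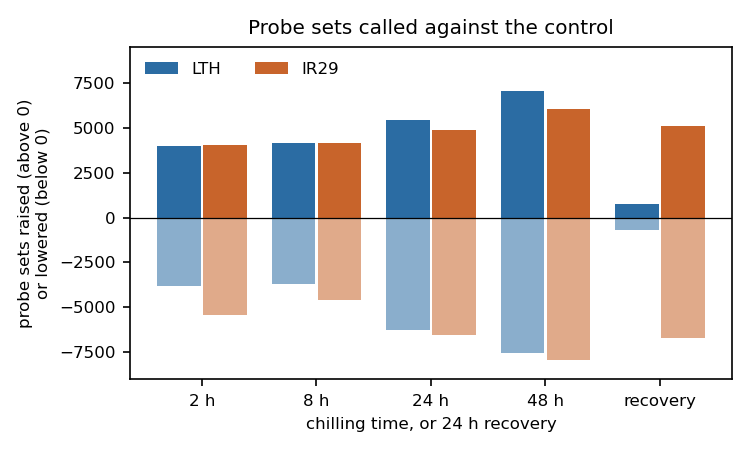
Number of probe sets called at an adjusted p under 0.05 and at least 2-fold in LTH and IR29 at each chilling time point and after 24 h of recovery, each against the control of the same genotype. Bars above and below the zero line show up- and down-regulated probe sets, which in LTH range from 696 down-regulated at recovery to 7521 down-regulated at 48 h.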

As we did based using the previously-mentioned cluster analysis results, we classified genes with expression level changes at 2 h as early response (ER) genes, and grouped those with altered expression at 8, 24, and 48 h as late response (LR) genes.

### Early Response Genes of LTH and IR29 Under Chilling Stress

As shown in Table S4, there were 2044 LTH and 2080 IR29 DEGs detected in the ER phase. In LTH at 2 h of chilling treatment, 1166 genes were up-regulated and 878 genes were down-regulated, while 923 induced and 1157 repressed genes were found in IR29. 

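The Tify gene TIFY11E (LOC4348531) and the bHLH factor BHLH148 (LOC4334060) were among the genes most strongly induced at 2 h in both genotypes. TIFY11E had a log2 fold change of 6.22 (standard error 0.59, adjusted p = 4.0e-09) in LTH and 4.62 (adjusted p = 5.7e-07) in IR29, and BHLH148 had 5.11 (standard error 0.51, adjusted p = 1.2e-08) in LTH and 5.00 (adjusted p = 1.4e-08) in IR29. WRKY71 (LOC4328512) was induced in both but more in LTH, with 3.59 (standard error 0.19, adjusted p = 2.6e-14) in LTH, 2.36 (adjusted p = 1.1e-10) in IR29 and an interaction of 1.23 (adjusted p = 0.011). Without the first control array of IR29 the interaction of WRKY71 fell under 2-fold (0.90). At 2 h, 2232 probe sets were raised in both genotypes, against 282.3 expected by independence. Raised in LTH only were 1772, of which 14.8% passed the interaction, and in IR29 only 1801, of which 7.50% passed. On the side of repression 2227 were shared, against 359.6 expected, 1561 were lowered in LTH only and 3202 in IR29 only.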

In the up-regulated gene set, there were 554, 568, and 330 induced genes identified to be common-, LTH-specific, and IR29-specific, respectively, after 2 h chilling stress (Tables S5, S6, and S7).

Broad biological functions of the 2 h chilling-induced genes in both genotypes were comparatively analyzed in terms of GO enrichment. A large proportion (17.7% common, 14.3% LTH-specific, and 14.5% IR29-specific) of genes induced after 2 h chilling stress were involved in transcriptional regulation (Figure 4). Most of these genes encode different transcription factors, including AP2/EREBP, MYB, HSF, and NAC proteins. In addition, a number of genes (77 common, 64 LTH-specific, and 33 IR29-Specific) related to signal transduction were identified at the ER phase of chilling stress (Figure 4). These include genes encoding calcium-dependent protein kinases, calcium-transporting ATPases, calmodulin, mitogen-activated protein kinase 1, protein phosphatase 2C family proteins, and serine/threonine-protein kinases. 

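NAC45, MYB4 and HSFA3 were induced at 2 h in both genotypes. NAC45 (LOC4349650) rose in LTH by a log2 fold change of 3.56 (standard error 0.36, adjusted p = 1.2e-08) and in IR29 by 1.36 (adjusted p = 0.0049), and the rise was larger in LTH (interaction 2.20 (adjusted p = 0.018)). MYB4 (LOC4336407) rose by 3.94 (standard error 0.23, adjusted p = 3.0e-13) in LTH and 3.94 (adjusted p = 3.5e-13) in IR29. HSFA3 (LOC4329526) rose by 2.28 (standard error 0.26, adjusted p = 9.9e-08) in LTH and 3.22 (adjusted p = 1.3e-10) in IR29. NAC010 (LOC4343630) rose in IR29 (1.88 (standard error 0.37, adjusted p = 2.7e-04)) but not in LTH (-0.48 (adjusted p = 0.42)), and the genotypes differed (interaction -2.36 (adjusted p = 0.014)). The interaction of NAC010 was lost without the first control array of LTH (-2.12), and the rise of NAC45 in IR29 with an offset of 32 before log2 (0.58, adjusted p = 0.19). Of 8 NAC factors, 4 rose in LTH (4 when adjusted over the list alone), with adjusted p = 0.0014, and adjusted p = 0.041 with an estimated correlation in camera. In IR29 6 rose (6 when adjusted over the list alone) and 1 fell (1 when adjusted over the list alone), with adjusted p = 3.0e-04, and adjusted p = 0.023 with an estimated correlation. Of 20 heat stress factors 5 rose and 2 fell in LTH (7 and 2 when adjusted over the list alone), with adjusted p = 0.099. In IR29 4 rose and 1 fell (the same counts when adjusted over the list alone), with adjusted p = 0.25.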

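ACA7 (LOC4348639) had the largest log2 fold change of the calcium signalling list in both genotypes at 2 h. Its intensity rose from 8.573 ± 0.531 (SD, n = 3) to 420.9 ± 164 (SD, n = 3) in LTH, a log2 fold change of 5.55 (standard error 0.26, adjusted p = 4.3e-15), and it rose by 6.12 (adjusted p = 5.9e-16) in IR29. The LTH control value lies under the median of every array (9.830 at the lowest), so the size of this fold and its rank depend on how low values are treated. CML16 (LOC4325693) rose by 4.16 (standard error 0.22, adjusted p = 4.5e-14) in LTH and 3.18 (adjusted p = 8.2e-12) in IR29. The calcium-dependent protein kinase gene CPK21 (LOC4346187) rose by 3.11 (standard error 0.50, adjusted p = 2.9e-05) in LTH and 4.29 (adjusted p = 1.5e-07) in IR29. With an offset of 32 before log2, CPK21 stayed under 2-fold in LTH (0.71, adjusted p = 0.011) and IR29 (0.90, adjusted p = 0.0011). The protein phosphatase 2C gene OsPP2C34 (LOC4334191) rose by 3.98 (standard error 0.26, adjusted p = 2.7e-12) in LTH and 3.34 (adjusted p = 7.5e-11) in IR29. Of 83 calcium signalling genes, 27 rose and 4 fell in LTH (28 and 4 when adjusted over the list alone), with adjusted p = 4.3e-08, and adjusted p = 0.0060 with an estimated correlation in camera. In IR29 22 rose and 7 fell, the same counts as when adjusted over the list alone, with adjusted p = 3.0e-04, and adjusted p = 0.042 with an estimated correlation. Of 55 protein phosphatase 2C genes 20 rose and 2 fell in LTH, again the same when adjusted over the list alone, with adjusted p = 9.6e-06 with the preset correlation and adjusted p = 0.057 with an estimated correlation. In IR29 13 rose and 3 fell (14 and 4 when adjusted over the list alone), with adjusted p = 0.0025 with the preset correlation and adjusted p = 0.19 with an estimated correlation.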

All these genes have previously been determined to be functionally involved in signal transduction pathways triggered in plants by abiotic stresses [38], [39], [40], [41], [42]. These results are consistent with a recent report revealing that the common early phase of transcriptomic responses to different abiotic stresses is characterized by alterations of genes related to signaling cascades such as receptor kinases, transcription factors, and components of calcium signaling [43].

**Figure 4:**
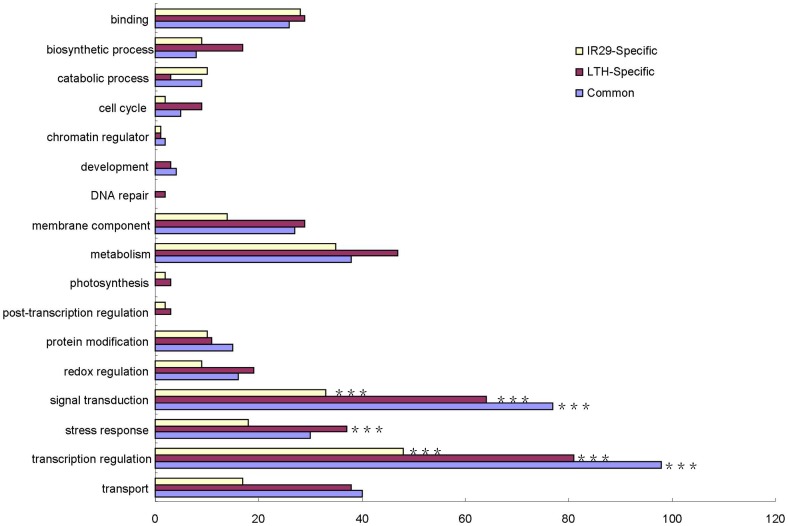
GO slims of functional categorization of genes at the 2 h chilling-stress time point. The genes found to be commonly- or genotype-specifically-induced in LTH and IR29. Genes with unknown function are not included. Bars show numbers of common (blue), LTH-specific (purple) and IR29-specific (yellow) induced genes. GO slim categories significantly overrepresented are calculated by a hypergeometric distribution and indicated by ***for P≤0.05.

LTH-specific induced transcripts are of particular interest as their functional annotation may provide insights into possible molecular mechanisms of chilling tolerance in rice. A number of genes with a wide range of functions were identified as LTH-specifically induced by early chilling stress. Most of these genes encode proteins involved in stress response and signaling transduction, such as those encoding acyl-coenzyme A oxidase 4 (*OsACX4*), S-adenosyl-L-methionine decarboxylases, and those homologs of the barley mildew resistance locus O (MLO) proteins (LOC_Os02g35490, MLO-like protein 1; LOC_Os10g39520, MLO-like protein 10). Among these, acyl-CoA oxidases catalyse the first step in fatty acid beta-oxidation, the pathway responsible for lipid catabolism and plant hormone biosynthesis [44]. In our study, *OsACX4* was only up regulated at 2 h of chilling treatment in LTH, implying a role in the early signaling pathway of chilling stress. MLO-like proteins are involved in modulation of pathogen defense and the cell cycle, and their activity seems to be regulated by Ca^2+^-dependent calmodulin binding [45]. The gene *OsSAMDC*, which encodes an S-adenosyl-L-methionine decarboxylase (SAMDC) involved in polyamine biosynthesis, has been suggested for use as a molecular marker in the identification of rice tolerance to low temperature [46]. It has also been reported that *SAMDC* is specifically induced in cold-stressed potato [47], and *SAMDC* over-expression enhanced cold tolerance in transgenic tobacco plants [48]. 

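AdoMetDC (LOC4336294), a gene with the synonym SAMDC, did not pass the test in either genotype at any chilling time point. Its log2 fold change in LTH was 0.08 (standard error 0.08, adjusted p = 0.58) at 2 h and at most 0.25 (adjusted p = 0.023) at 24 h, and in IR29 it was 0.01 (adjusted p = 0.95) at 2 h and -0.12 (adjusted p = 0.30) at 48 h. Its other probe set changed in the opposite direction in IR29 at 24 and 48 h. The SAMDC genes of the paper were not matched to probe sets, so AdoMetDC may not be one of them. Another gene of polyamine synthesis, ADC1 (LOC4340008), was induced in LTH, by 1.26 (standard error 0.16, adjusted p = 6.3e-07) at 2 h and 1.29 (adjusted p = 1.3e-07) at 48 h. In IR29 its changes of 0.76 at 2 h and 0.56 at 48 h were under 2-fold, and the interaction did not pass at 2 h (0.50 (adjusted p = 0.33)) or 48 h (0.72 (adjusted p = 0.036)). spdSyn1 (LOC4342996) was repressed in LTH at 2 h (-1.02 (standard error 0.13, adjusted p = 9.6e-07)). Without the first control array of LTH, ADC1 stayed under 2-fold at 2 h (0.97) and 48 h (0.99), and spdSyn1 did so without 2 of the 6 arrays (-0.95 to -0.94) and with an offset of 32 (-0.93, adjusted p = 1.2e-06). Of the 4 genes of polyamine synthesis 1 rose and 1 fell in LTH at 2 h, with the same counts when adjusted over the list alone and adjusted p = 0.74 in camera. In IR29 the counts were 0 and 0 in limma, also when adjusted over the list alone, and 0 and 0 at an unadjusted p under 0.05 and 2-fold. The list's median there of -0.03 and mean of 0.03 differ in sign, with adjusted p = 0.92.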

Two genes encoding SAMDC were highly induced exclusively in LTH under chilling stress, confirming that *SAMDC* could be used as an induced expression marker for chilling tolerance.

Histones are basic proteins packaging DNA into nucleosomes, and histone gene expression is tightly correlated with the cell cycle and cell proliferation [49]. It has been reported that histone genes are repressed by abiotic stresses such as cold [50], drought, and salinity [51], [52]. 

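Of the histone H2B genes, H2B.10 was repressed under chilling in both genotypes, while H2B.6 and H2B.5 passed in IR29 alone. H2B.10 (LOC4324495) fell in LTH at 24 h (-1.40 (standard error 0.24, adjusted p = 2.9e-05)) and 48 h (-1.51 (adjusted p = 6.5e-06)) and in IR29 at 24 h (-1.41 (adjusted p = 2.7e-05)) and 48 h (-1.12 (adjusted p = 3.8e-04)). H2B.6 (LOC4324502) fell in IR29 at 2 h (-1.08 (standard error 0.19, adjusted p = 4.8e-05)) and did not pass in LTH (-0.51 (adjusted p = 0.051)). H2B.5 (LOC4324504) fell in IR29 at 2 h (-1.13 (standard error 0.13, adjusted p = 1.1e-07)) and did not pass in LTH (-0.21 (adjusted p = 0.29)). No interaction of these 3 genes passed at a chilling time point, with values from -0.39 for H2B.10 at 48 h to 1.00 for H2B.5 at 8 h. H2B.10 in IR29 at 48 h was under 2-fold without the second control array of IR29 (-0.79), with quantile normalization (-0.97, adjusted p = 0.0013) and with an offset of 32 before log2 (-0.90, adjusted p = 6.7e-04), and H2B.6 without 2 of the 6 arrays (-1.0 to -0.99). The interaction of H2B.5 at 8 h passed without 7 of the 12 arrays it uses (1.00 to 1.05). Of 6 core histone genes in the annotation, 0 fell in LTH at 2 h by limma (0 at an unadjusted p under 0.05 and 2-fold) and 1 at 48 h, with adjusted p = 0.055 in camera at 2 h and adjusted p = 0.020 with quantile normalization. In IR29 2 fell at 2 h and 2 at 48 h, with adjusted p = 7.0e-04 with the preset correlation and adjusted p = 0.14 with an estimated correlation at 2 h. The counts were the same when adjusted over the list alone. The mean log2 value of 5 homeobox markers of the shoot apex was 2.56 in IR29 controls, 1.96 at 2 h and 2.55 at 48 h, and in LTH 3.04, 2.35 and 2.70. With that mean as a covariate, tried after the results were seen, the median log2 change of the histones in IR29 at 2 h was -0.94 in place of -0.99 and 1 was called. Only histone genes with a symbol in the annotation were examined.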

Strikingly, a set of nucleosome core histone (H2A, H2B, H3, H4) genes were found to be down-regulated exclusively in LTH under chilling stress in the present study (Table S6), that implying these core histone genes are involved in chilling tolerance. Among these histone genes, H2A.Z, encoding a particular histone variant, has been found to play a crucial role in temperature perception through DNA-nucleosome fluctuations [53]. Specific repression of H2A.Z in LTH under chilling stress demonstrates its temperature-dependent regulation.

Interestingly, we detected a number of genes functionally involved in carbohydrate metabolism down-regulated by ER-chilling specifically in IR29 (Table S7). These included a set of eight genes encoding UDP-glucoronosyl and UDP-glucosyl transferase (UGT) family proteins, three soluble starch synthase genes, and four sugar transporter genes. UGTs are involved in sugar metabolism and transport [54] and in detoxification [55], and starch synthase genes are involved in starch synthesis metabolism [56]. Repressions of these genes indicate carbohydrate metabolism and transport was specifically reduced in IR29 at low temperature.

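SS1, GBSS-I, SS2 and AGPS2, of starch synthesis, were repressed at 2 h in IR29. SS1 (LOC9269493) fell in IR29 from 232.4 ± 21.7 (SD, n = 3) to 34.91 ± 6.97 (SD, n = 3), a log2 fold change of -2.75 (standard error 0.39, adjusted p = 3.0e-06), and in LTH with a log2 change of -1.11 (adjusted p = 0.040). Its interaction did not pass at 2 h (1.64 (adjusted p = 0.14)) and passed at 8 h (2.01 (adjusted p = 0.037)). GBSS-I (LOC4340018) fell in IR29 (-2.33 (standard error 0.38, adjusted p = 2.4e-05)) and did not pass in LTH at 2 h (-0.97 (adjusted p = 0.073)). SS2 (LOC4330709) fell in IR29 (-1.56 (standard error 0.20, adjusted p = 4.1e-07)), where its change in LTH was -0.99 (adjusted p = 3.7e-04). Its other probe sets gave an interaction of the opposite sign at 2 h. AGPS2 (LOC4345339) fell in IR29 (-1.07 (standard error 0.20, adjusted p = 1.7e-04)). SSII-1 (LOC4348711) did not pass in either genotype at 2 h. The interaction of SS1 at 8 h was lost without 8 of the 12 arrays it uses (1.62 to 2.12), that at 2 h passed with an offset of 32 before log2 (1.32, adjusted p = 0.037), and its call in LTH was lost without 5 of the 6 arrays (-1.23 to -0.83), with quantile normalization (-0.99, adjusted p = 0.035) and with the offset (-0.67, adjusted p = 0.060). SS2 was called in LTH without 3 of the 6 arrays (-1.13 to -1.0) and with quantile normalization (-1.13, adjusted p = 1.1e-04), AGPS2 was lost in IR29 without 2 of the 6 arrays (-0.96 to -0.88), and GBSS-I with the offset (-0.64, adjusted p = 0.014). Of 7 starch synthesis genes 4 fell in IR29 (4 when adjusted over the list alone), with adjusted p = 6.9e-04, and adjusted p = 0.023 with an estimated correlation in camera. In LTH 1 fell (1 when adjusted over the list alone), with adjusted p = 0.10. The list's interaction at 2 h gave adjusted p = 0.0046, and adjusted p = 0.046 with an estimated correlation, although 0 genes passed it singly in limma (3 when adjusted over the list alone, 3 at an unadjusted p under 0.05 and 2-fold). From the repression of its own UGT, soluble starch synthase and sugar transporter genes, the paper infers reduced carbohydrate metabolism and transport in IR29 at low temperature.

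**Figure D2:**
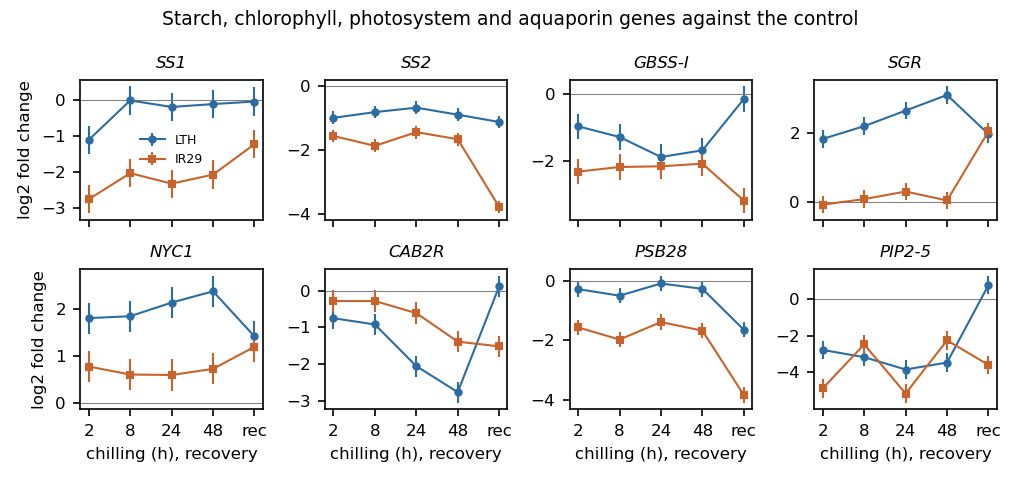
Log2 fold change against the control of the same genotype (y axis) of 8 genes after 2, 8, 24 and 48 h of chilling and after 24 h of recovery (x axis) in LTH and IR29. Points are limma estimates over 3 arrays per condition and bars are standard errors, and SS1 reaches -2.75 in IR29 at 2 h.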

Previous studies have revealed that the general dynamics of plant stress response can be classified into several phases, such as an early phase (early alarm phase), a late phase including an acclimation phase (middle phase), and a resistance phase [43], [57], [58]. In the present study, we determined that a large proportion of DEGs common to both genotypes were induced during early phases of chilling stress response, which suggests that they are general and crucial components involved in chilling stress signaling. In addition, a number of DEGs altered during the ER phase were characterized by genotype-dependent expression patterns, revealing intrinsic transcriptomic responses to early chilling stress.

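Of the probe sets raised at 2 h in either genotype, 38.4% were raised in both, and they include the calcium signalling gene ACA7 and the Tify gene TIFY11E. Between 55.3% and 55.7% of the raised probe sets of each genotype were also raised in the other. Genotype-dependent genes at 2 h included DREB1A (LOC4347620), which rose more in IR29 than in LTH (interaction -3.04 (standard error 0.65, adjusted p = 0.011)). From the shared induction the paper proposes that these genes are general components of chilling signaling.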

### Differential Molecular Responses Under Late Phases of Chilling Stress in the Two Rice Genotypes

Based on the results of cluster analysis, we classified as late response genes only those differentially regulated in both genotypes after 8 h of chilling stress. In total, there were 1082 and 967 genes detected as LR up-regulated genes in LTH and IR29, respectively. Among these, 299 genes were commonly induced in both genotypes, 783 were induced only in LTH, and 668 were up-regulated specifically in IR29. There were 549, 731, and 790 genes identified as common, LTH-specific, and IR29-specifically repressed during LR-chilling stress, respectively (Tables S8, S9, and S10). The most prevalent functional categories for the LR-induced genes in both genotypes were transcription regulation, transport, signal transduction, binding function, and membrane component (Figure 5). These results show that most of the LR genes were genotype-specific, implying that chilling stress responsiveness during the LR phase is clearly diversified at the transcriptome level in different genotypes.

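PP2C68 and HSFA4D were induced in LTH beyond their response in IR29, and CPK21 in IR29 beyond its response in LTH. PP2C68 (LOC4346736) rose in LTH at 48 h (3.85 (standard error 0.50, adjusted p = 2.6e-07)) and not in IR29 (-0.35 (adjusted p = 0.66)), with an interaction of 4.19 (adjusted p = 1.5e-04). HSFA4D (LOC4339409) rose in LTH at 48 h (3.07 (standard error 0.29, adjusted p = 5.9e-10)) and not in IR29 (0.37 (adjusted p = 0.36)), with an interaction of 2.70 (adjusted p = 3.9e-05). CPK21 rose in IR29 at 48 h (6.36 (standard error 0.50, adjusted p = 3.9e-11)) more than in LTH (3.88 (adjusted p = 3.0e-07)), with an interaction of -2.49 (adjusted p = 0.021). The interaction of CPK21 was lost without 5 of the 12 arrays it uses (-2.34 to -1.94). Raised from 8 to 48 h but not at 2 h in both genotypes were 1206 probe sets, against 364.6 expected from independence. In LTH only 3439 were raised, of which 30.0% passed the interaction, and in IR29 only 3283, of which 14.4% passed. Lowered in both were 1915, against 552.6 expected, with 3996 in LTH only (14.1% passed the interaction) and 3432 in IR29 only (29.2%). The raised probe sets of both genotypes made up 15.2% of those raised in either. This late set leaves out probe sets called at 2 h in the same genotype, so one called at 2 h in 1 genotype only cannot count as shared. That lowers the share by construction. Over all chilling time points, 52.2% of the probe sets raised in LTH were also raised in IR29, against 55.7% at 2 h. Probe sets changed in opposite directions numbered 82 at 8 h, 146 at 24 h and 211 at 48 h, and in the same direction 4043, 5768 and 7649. The paper reasons from the share of genotype-specific genes that the response diverges between genotypes in the late phase.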

**Figure 5:**
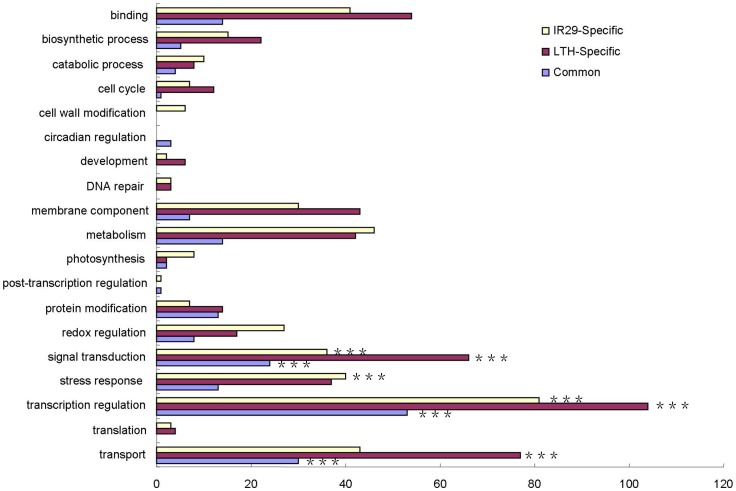
GO slims of functional categorization of the genes during the late response phase. The genes found to be commonly- or genotype-specifically-induced in LTH and IR29 during chilling stress of 8, 24, and 48 h. Bars show numbers of common (blue), LTH-specific (purple) and IR29-specific (yellow) induced genes. GO slim categories significantly overrepresented are calculated by a hypergeometric distribution and indicated by ***for P≤0.05.

With respect to the commonly-regulated genes, a set of nine genes encoding heat shock-related proteins (HSPs), including two heat shock cognate 70 kDa proteins and two heat shock factors (HSFs), were repressed in both genotypes (Table S8). 

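HSP81-1, HSP24.1 and CLPB-C fell at 8 h in both genotypes. HSP81-1 (LOC4345951) fell at 8 h with a log2 change of -2.57 (standard error 0.56, adjusted p = 8.7e-04) in LTH and -2.76 (adjusted p = 3.9e-04) in IR29. HSP24.1 (LOC4330786) fell at 8 h with a log2 change of -3.39 (standard error 0.78, adjusted p = 0.0015) in LTH and -3.91 (adjusted p = 3.2e-04) in IR29. CLPB-C (LOC4333161) fell at 8 h with a log2 change of -1.73 (standard error 0.24, adjusted p = 2.2e-06) in LTH and -1.75 (adjusted p = 2.2e-06) in IR29. HSFB2B (LOC4346229), a heat stress factor of class B, fell at 8 h with a log2 change of -3.39 (standard error 0.93, adjusted p = 0.0074) in LTH and -3.84 (adjusted p = 0.0024) in IR29. With an offset of 32 before log2, HSFB2B was not called in LTH (-1.14, adjusted p = 0.058) or IR29 (-0.92, adjusted p = 0.13). HSP16.0 fell in IR29 alone with a log2 change of -8.07 (standard error 0.74, adjusted p = 1.9e-09) at 8 h against -0.20 (adjusted p = 0.91) in LTH (interaction 7.88 (adjusted p = 3.6e-05)), and LTH had little HSP16.0 before chilling. Some heat stress factors rose: HSFC2A in LTH at 24 h (2.82 (standard error 0.39, adjusted p = 1.1e-06)) and not in IR29 (0.11 (adjusted p = 0.87)), with an interaction of 2.70 (adjusted p = 0.0018). Of 27 heat shock proteins 6 fell at 8 h in LTH (11 when adjusted over the list alone) and 10 in IR29 (11 when adjusted over the list alone). Camera gave adjusted p = 0.0020 with the preset correlation and adjusted p = 0.33 with an estimated correlation in LTH and adjusted p = 0.0017 with the preset correlation and adjusted p = 0.32 with an estimated correlation in IR29. Over all chilling time points 8 fell in both genotypes, while 2 rose in LTH and 3 in IR29. Of the 20 heat stress factors 6 rose and 4 fell in LTH at 48 h (6 and 5 when adjusted over the list alone). Their median of -0.21 and mean of 0.23 differ in sign, and camera gave adjusted p = 0.34. From the repression the paper proposes a role of these genes at low temperature that differs from their role in heat.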

Extensive evidence indicates that heat shock-related genes in plants are involved in abiotic stress response, especially to extreme environmental temperature [59]. Down-regulation of these HSPs and HSFs suggests they might play a different role in rice plants at low temperature compared with their positive regulation in response to heat.

Auxin plays an important role in plant response to cold stress [60]. 

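Genes of auxin signalling were both induced and repressed in the late phase. IAA9 (LOC4331061) rose at 24 h by 2.96 (standard error 0.43, adjusted p = 3.2e-06) in LTH and 1.97 (adjusted p = 7.1e-04) in IR29, and IAA6 (LOC4326541) rose by 2.34 (standard error 0.22, adjusted p = 1.4e-09) in LTH and 2.16 (adjusted p = 7.2e-09) in IR29. The auxin response factor gene ARF10 (LOC4336419) rose at 48 h by 4.14 (standard error 0.31, adjusted p = 8.7e-12) in LTH and 2.78 (adjusted p = 2.3e-08) in IR29, and the rise was larger in LTH (interaction 1.35 (adjusted p = 0.044)). This interaction was lost without 8 of the 12 arrays it uses (1.05 to 1.45) and with an offset of 32 before log2 (0.93, adjusted p = 0.070). IAA25 (LOC4344471) fell at 48 h with a log2 change of -2.89 (standard error 0.30, adjusted p = 4.9e-09) in LTH and -2.15 (adjusted p = 1.1e-06) in IR29. IAA7 (LOC4328796) fell in LTH at 48 h (-1.79 (standard error 0.51, adjusted p = 0.0061)) and did not pass in IR29 (-1.05 (adjusted p = 0.12)), a difference that did not pass the interaction (-0.74 (adjusted p = 0.61)). With the offset IAA7 fell by less than 2-fold in LTH (-0.55, adjusted p = 0.0018). Of 44 auxin genes, 10 rose and 3 fell in LTH at 48 h, and 11 rose and 1 fell in IR29, the same counts as when adjusted over the list alone. The camera test of the list gave adjusted p = 0.073 in LTH and adjusted p = 0.0031 with the preset correlation and adjusted p = 0.44 with an estimated correlation in IR29. Over the chilling time points, 7 rose and 2 fell in both genotypes.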

A number of auxin-related genes encoding auxin/IAA family proteins, auxin-induced proteins, auxin response factors, and auxin-associated proteins were regulated by late phase chilling stress in both genotypes (7 common, 8 LTH-specific, and 12 IR29-specifically regulated). This observation indicates an interaction between auxin signaling and chilling stress response involving both common and divergent mechanisms.

Leucine-rich repeat proteins constitute a large gene family and play important and functionally diverse roles in plant growth and development [61]. Ten and eight LRR genes were significantly up-regulated by LR-chilling stress in LTH and IR29, respectively. These results imply that LRR proteins could have an important role in chilling stress response, probably by maintaining membrane stability.

Aquaporin is a membrane protein that facilitates water transport across biological membranes. Aquaporin genes have been found to be involved in molecular responses to abiotic stresses [62]. Three genes (Os07g0448400, Os02g0666200, and Os01g0975900) encoding aquaporin were down-regulated in LTH during LR chilling stress, implying that chilling-induced repression of these aquaporin gene expressions could result in reduced membrane water permeability and thus maintain water homeostasis in rice plants responding to chilling stress.

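The aquaporin genes PIP2-5, TIP1-2 and PIP2-4 were repressed at 24 h in both genotypes. PIP2-5 (LOC4343121) fell at 24 h with a log2 change of -3.84 (standard error 0.50, adjusted p = 4.4e-07) in LTH and -5.14 (adjusted p = 2.9e-09) in IR29. TIP1-2 (LOC4324303) fell at 24 h with a log2 change of -3.37 (standard error 0.59, adjusted p = 4.1e-05) in LTH and -4.47 (adjusted p = 6.1e-07) in IR29. PIP2-4 (LOC4343119) fell at 24 h with a log2 change of -3.43 (standard error 0.73, adjusted p = 4.5e-04) in LTH and -2.77 (adjusted p = 0.0039) in IR29. PIP1-3 (LOC4331194) fell less in LTH (-1.56 (standard error 0.50, adjusted p = 0.017)) than in IR29 (-3.83 (adjusted p = 5.3e-07)), with an interaction of 2.27 (adjusted p = 0.046) at 24 h. This interaction was lost without 10 of the 12 arrays it uses (2.01 to 2.35) and with quantile normalization (2.03, adjusted p = 0.091), and the fall in LTH without 2 of the 6 arrays (-1.48 to -1.07). Of 25 aquaporins 15 fell and 0 rose at 24 h in LTH, and 9 fell and 0 rose in IR29, the same counts as when adjusted over the list alone. At an unadjusted p under 0.05 and 2-fold, 0 rose in LTH and 0 in IR29 in limma. For the whole list camera gave adjusted p = 4.1e-05 with the preset correlation and adjusted p = 0.061 with an estimated correlation in LTH and adjusted p = 4.2e-04 with the preset correlation and adjusted p = 0.090 with an estimated correlation in IR29, and the interaction at 24 h did not pass for the list (adjusted p = 0.59). PIP2-8 (LOC4334873) rose in IR29 at 8 h (4.02 (standard error 0.74, adjusted p = 1.2e-04)) and not in LTH (interaction -4.61 (adjusted p = 0.0096)). From the repression in LTH the paper proposes reduced water permeability of membranes, which would keep the water balance of chilled plants.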

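CAB2R, RCABP69 and PSAH, nuclear genes of the photosystems and their antennae, fell at 48 h in both genotypes. CAB2R (LOC4324599) fell at 48 h with a log2 change of -2.77 (standard error 0.29, adjusted p = 6.7e-09) in LTH and -1.39 (adjusted p = 3.6e-04) in IR29, and the fall was larger in LTH (interaction -1.39 (adjusted p = 0.027)). The interaction of CAB2R was lost without 8 of the 12 arrays it uses (-1.39 to -0.97), and its fall in IR29 without the third array of that group (-0.97). RCABP69 (LOC4343583) fell at 48 h with a log2 change of -2.89 (standard error 0.24, adjusted p = 6.6e-11) in LTH and -1.34 (adjusted p = 4.4e-05) in IR29, also with a larger fall in LTH (interaction -1.55 (adjusted p = 0.0026)). PSAH (LOC4339593) fell at 48 h with a log2 change of -2.29 (standard error 0.23, adjusted p = 2.3e-09) in LTH and -2.0 (adjusted p = 3.8e-08) in IR29. Of 6 such genes in the list 5 fell and 0 rose in IR29 at 48 h, and 4 fell and 0 rose in LTH, the same counts as when adjusted over the list alone or at an unadjusted p under 0.05 in limma. Camera gave adjusted p = 1.2e-04 with the preset correlation and adjusted p = 0.13 with an estimated correlation in LTH and adjusted p = 2.7e-04 with the preset correlation and adjusted p = 0.16 with an estimated correlation in IR29. In IR29 0 genes of the list rose at 8 h and 0 at 24 h in limma, also when adjusted over the list alone, and 0 and 0 at an unadjusted p under 0.05 and 2-fold. Their estimates there were all negative, although the other probe set of PSAG had the opposite sign in IR29 at 8, 24 and 48 h.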

Many physiological studies have documented that photosynthesis in various crop plants is greatly inhibited by low temperature [63], [64], but we detected seven photosynthesis-related genes up-regulated exclusively in IR29 during LR chilling stress (Table S10). Up-regulation of these genes in the chilling-sensitive genotype might be due to chloroplasts adapting to the changed conditions, or simply be a genotype-specific response to long-duration chilling stress.

Strikingly, five genes corresponding to 5′-adenylylsulfate reductase 2, NADPH: quinone oxidoreductase, NmrA-like family protein, oxidoreductase, and thioredoxin family proteins were highly induced in LTH (Table S9), but evidently repressed in IR29 under LR-chilling stress (Table S10). These genes are functionally involved in cell redox homeostasis according to GO analysis. There is extensive evidence that different antioxidant compounds, including oxidoreductase and thioredoxin, contribute to general redox homeostasis in plant cells undergoing developmental or environmental stress [55], [65]. Differences in expression or activity levels of antioxidant enzymes under stress have been found to be genotype-dependent; these differences were specific to either tolerant or sensitive genotypes [22], [66], suggesting that these genes with differential regulation in LTH and IR29 under chilling were involved in stress tolerance, or, that there may simply be genetic differences in ROS regulatory pathways.

Plants respond to stress by progressively adjusting their transcriptome with sustained, transient, early- and late-responsive gene expression alterations [43]. In contrast to the ER phase, most DEGs were found to be genotype-specifically regulated in the late phase of chilling stress treatment, demonstrating that the differential transcriptome response to LR-chilling stress between LTH and IR29 was based on genetic differences.

### Differential Transcriptomic Responses during Recovery in the Two Genotypes

A total of 3230 genes were found to be differentially-regulated in LTH and IR29 during 24 h recovery conditions. In LTH, there were 219 and 226 genes up- and down-regulated, respectively, of which 224 genes were exclusively regulated during the recovery process. A large number of differentially-regulated genes were observed in IR29; we identified 1173 and 1834 genes up- and down-regulated, respectively, during recovery. Among these genes, 1685 were only induced or repressed under recovery conditions (Table S11).

A total of 232 genes were co-regulated in both genotypes under recovery conditions compared with those under control conditions. 

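After 24 h of recovery MYB2 (LOC4332651) was still induced in both genotypes, in LTH by 1.5 (standard error 0.29, adjusted p = 0.0018) and in IR29 by 3.76 (adjusted p = 2.4e-11). TIFY9 (LOC4335698) was induced in IR29 (8.57 (standard error 0.95, adjusted p = 2.6e-08)), more than in LTH (3.13 (adjusted p = 0.068)), with an interaction of -5.44 (adjusted p = 0.0065). TIFY9 was called in LTH when the replicate numbers entered as a block (3.13, adjusted p = 0.050). AMY1.3 (LOC4345814), induced in both genotypes under chilling, was at its control level in LTH (0.02 (adjusted p = 1.0)) and still raised in IR29 (6.48 (standard error 0.71, adjusted p = 2.0e-08)), with an interaction of -6.47 (adjusted p = 3.3e-05). MT2B (LOC4326409) fell in IR29 (-6.98 (standard error 0.67, adjusted p = 1.5e-09)) and not in LTH (-0.40 (adjusted p = 0.90)), with an interaction of 6.58 (adjusted p = 1.1e-05). In LTH 770 probe sets were up- and 696 down-regulated, and 469 of these 1466 (32.0%) had not been called at any chilling time point. In IR29 5117 were up- and 6726 down-regulated, and 4852 of these 11843 (41.0%) had not been called under chilling. Raised in both genotypes were 590, against 68.89 expected, and lowered in both 506, against 81.85 expected. Without the second control array of LTH, the LTH count was 905.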

GO categorization showed that commonly up-regulated genes during recovery were enriched in metabolic, oxidation-reduction, and stress-response processes, indicating their general role in recovery mechanisms of rice plants after chilling stress.

The observation that the greatest number of DEGs was detected exclusively in IR29 at recovery indicates a slow recovery process of global gene expression alterations caused by chilling stress. As expected, many of the DEGs in IR29 were GO-prevalent in cellular (293 genes up-regulated, 424 down-regulated), metabolic (352 up-regulated, 503 down-regulated), biosynthetic process (103 up-regulated, 142 down-regulated), and oxidation-reduction (85 up-regulated, 122 down-regulated) processes. In contrast, LTH-specific DEGs during recovery were only enriched in stress-response (7 genes up-regulated) and metabolic (36 genes down-regulated) processes; these genes include those encoding a 17.4 kDa class I heat shock protein, a dehydrin, and two late embryogenesis-abundant proteins. 

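RAB16B, RAB16C, LEA19 and Dhn1 were induced in LTH at recovery. RAB16B (LOC4350453) rose in LTH (4.10 (standard error 0.88, adjusted p = 0.0054)) and not in IR29 (-0.44 (adjusted p = 0.77)), with an interaction of 4.54 (adjusted p = 0.016). RAB16C (LOC4350452) rose in LTH (2.75 (standard error 0.57, adjusted p = 0.0035)) and not in IR29 (-0.97 (adjusted p = 0.23)), with an interaction of 3.72 (adjusted p = 0.0018). LEA19 (LOC4339480) rose in LTH (3.97 (standard error 0.87, adjusted p = 0.0065)), where IR29 had 1.75 (adjusted p = 0.15) and the interaction did not pass (2.22 (adjusted p = 0.32)). Dhn1 (LOC4330265) rose in LTH (1.26 (standard error 0.22, adjusted p = 4.4e-04)), IR29 had 0.96 (adjusted p = 8.9e-04), and the interaction did not pass (0.30 (adjusted p = 0.66)). EM (LOC4338499) fell in LTH (-4.47 (standard error 0.84, adjusted p = 0.0012)) and in IR29 (-2.34 (adjusted p = 0.035)). Several of these calls were lost without single arrays: RAB16B in LTH (2.99) and RAB16C in LTH (2.00) without the third recovery array, the interaction of RAB16B without 3 of the 12 arrays (3.43 to 4.03), and LEA19 in LTH without the first control array (3.29). EM in IR29 was lost without 4 of the 6 arrays (-2.26 to -1.78) and with an offset of 32 before log2 (-1.06, adjusted p = 0.10), and Dhn1 in IR29 passed without 2 of the 6 arrays (1.02 to 1.29). Of the 8 LEA and dehydrin genes 5 rose and 1 fell in LTH (6 and 1 when adjusted over the list alone), with adjusted p = 9.6e-05 with the preset correlation and adjusted p = 0.074 with an estimated correlation in camera. In IR29 1 rose and 1 fell, the same when adjusted over the list alone, with adjusted p = 0.63. HSP17.4 (LOC4332360) had a log2 fold change of 1.44 (standard error 1.10, adjusted p = 0.67) in LTH, which did not pass, and 3.44 (adjusted p = 0.018) in IR29. The call of HSP17.4 in IR29 was lost without 2 of the 6 arrays (3.17 to 3.29). These genes were chosen by symbol and may not be those of the paper.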

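CFBP1 (LOC4325071), of the Calvin cycle, was still repressed in IR29 after 24 h at 29°C. CFBP1 had a log2 fold change of -4.41 (standard error 0.28, adjusted p = 3.7e-13) in IR29 and -1.29 (adjusted p = 0.0053) in LTH, with an interaction of 3.12 (adjusted p = 1.4e-06). Without the second control array of LTH, CFBP1 was not called there (-1.08). IAA24 (LOC4342573) had -4.51 (standard error 0.44, adjusted p = 2.0e-09) in IR29 and -0.75 (adjusted p = 0.50) in LTH, with an interaction of 3.76 (adjusted p = 7.2e-05). Of 44 auxin genes 23 fell in IR29 (24 when adjusted over the list alone) and 4 in LTH (6 when adjusted over the list alone). Camera gave adjusted p = 1.7e-05 with the preset correlation and adjusted p = 0.25 with an estimated correlation for the interaction of the auxin list. All 6 photosystem genes fell in IR29 at recovery, also when adjusted over the list alone, and 1 in LTH (1 when adjusted over the list alone). Of the probe sets called in IR29 at recovery, 36.0% had been called in the same direction at 48 h, and in LTH 40.9%. Counted from the 48 h calls, 4.12% were still called in the same direction in LTH and 30.5% in IR29. Of all probe sets tested, 2.56% in LTH and 20.7% in IR29 were called at recovery in either direction. The contrast between the genotypes thus goes with their numbers of recovery calls and does not by itself show a slower reversal in IR29. The interaction at recovery passed for 3433 probe sets upwards in LTH relative to IR29 and for 1727 downwards. The number called in IR29 was 8.08 times that in LTH, a ratio that depends on the setting: 12457 and 3321 were called with Student's t-test unadjusted, 6323 and 1366 with a difference of 50 on top of it, 4852 and 951 with a difference of 100, and 9749 and 60 with that test adjusted, while without the second control array of LTH 905 were called there.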

The most dramatic gene expression differences between chilling-tolerant and chilling-sensitive genotypes were detected during recovery conditions, suggesting that tolerant genotypes activate mechanisms that allow quicker and more efficient recovery in gene expression after chilling stress.

### Genotype-dependent Chilling-stress-responsive Transcription Factors

We detected 542 transcription factor (TF) genes differentially regulated in LTH and IR29 under chilling stress and recovery (Table S12). There were 267 up-regulated and 72 down-regulated TF genes in LTH identified during at least one chilling stress or recovery time point compared with control conditions; in IR29, 277 and 163 TF genes were up- and down-regulated, respectively, compared with those under control conditions. Although most TF genes were commonly regulated under chilling stress, we detected a subset of TF genes uniquely induced or repressed in either LTH or IR29 by low temperature and subsequent recovery.

The differentially-expressed TF genes categorized by family were summarized in Table S13. The vast majority were up-regulated. Most were differentially expressed in the two genotypes at 2 h in the chilling treatment, demonstrating that many TF genes were involved in early response by rice plants to chilling stress. In addition, 27 WRKY, 7 Tify, and 13 GRAS TF genes were induced in both genotypes, showing their positive regulatory roles in rice plant response to low temperature. 

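TIFY11C, TIFY11D, CIGR1 and CIGR2 were induced at 24 h in both genotypes. TIFY11C (LOC4331833) rose at 24 h by 4.20 (standard error 0.40, adjusted p = 1.6e-09) in LTH and 3.41 (adjusted p = 8.4e-08) in IR29, and TIFY11D (LOC4348533) by 3.77 (standard error 0.25, adjusted p = 1.8e-12) in LTH and 3.05 (adjusted p = 1.2e-10) in IR29. The GRAS gene CIGR1 (LOC4343521) rose at 24 h by 3.37 (standard error 0.36, adjusted p = 1.7e-08) in LTH and 2.64 (adjusted p = 1.3e-06) in IR29. CIGR2 (LOC4343735) rose at 24 h by 1.43 (standard error 0.22, adjusted p = 4.9e-06) in LTH and 1.19 (adjusted p = 6.6e-05) in IR29. Of 14 Tify genes 8 rose and 0 fell at 24 h in LTH, and 7 rose and 0 fell in IR29, with the same counts when adjusted over the list alone. At an unadjusted p under 0.05 and 2-fold, 0 fell in LTH and 0 in IR29 in limma. As a list they had in camera adjusted p = 3.5e-06 with the preset correlation and adjusted p = 0.094 with an estimated correlation in LTH and adjusted p = 3.0e-05 with the preset correlation and adjusted p = 0.13 with an estimated correlation in IR29. Of 7 GRAS genes 4 rose and 1 fell at 24 h in LTH, and 3 rose and 1 fell in IR29, again the same counts when adjusted over the list alone. Camera gave adjusted p = 0.052 in LTH and adjusted p = 0.084 in IR29, and in LTH the list passed with the replicate block (adjusted p = 0.033) and with quantile normalization (adjusted p = 0.044). During at least 1 chilling time point 7 Tify and 3 GRAS genes rose in both genotypes. From the shared induction the paper concludes that these families act as positive regulators in the response to low temperature.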

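NAC45 and JAMYB were induced at recovery in both genotypes. NAC45 rose at recovery in LTH (1.65 (standard error 0.36, adjusted p = 0.0057)) and more in IR29 (4.85 (adjusted p = 9.7e-12)), with an interaction of -3.20 (adjusted p = 4.3e-05). JAMYB (LOC4351131) rose by 2.64 (standard error 0.64, adjusted p = 0.015) in LTH and 4.76 (adjusted p = 7.9e-07) in IR29. JAMYB was not called in LTH without 3 of the 6 arrays (2.35 to 2.62), nor NAC45 with an offset of 32 before log2 (1.02, adjusted p = 0.056). MYBAS1 (LOC4351184) fell in IR29 (-5.05 (standard error 0.41, adjusted p = 6.1e-11)) and not in LTH (1.06 (adjusted p = 0.20)), with an interaction of 6.11 (adjusted p = 1.5e-08). Of 11 MYB factors 3 rose and 0 fell in LTH (5 and 0 when adjusted over the list alone), with adjusted p = 0.0019, and adjusted p = 0.041 with an estimated correlation in camera. In IR29 4 rose and 4 fell, the same counts as when adjusted over the list alone, with adjusted p = 0.83. Of 8 NAC factors 1 rose in LTH, also when adjusted over the list alone, and 2 rose and 1 fell in IR29 (3 and 1 when adjusted over the list alone). Of 14 Tify genes 2 rose and 1 fell in LTH (5 and 1 when adjusted over the list alone), and 5 rose in IR29, also when adjusted over the list alone.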

Under recovery conditions, 15 and 9 TF genes were up- and down-regulated, respectively, in LTH, including 6 NAC, 7 MYB, and 3 Tify genes. In IR29, 69 induced and 108 repressed TF genes were identified during the recovery period. Of these, 114 genes (35 induced and 79 repressed) were regulated exclusively in IR29 during recovery, suggesting that many additional regulatory genes were involved in the recovery process in the chilling-sensitive cultivar IR29.

The AP2/EREBP family comprises a large group of plant-specific transcription factors and is involved in abiotic stress response [67]. In this study, we found 43 AP2/EREBP genes differentially-regulated at low temperature, of which 27 were commonly regulated in both genotypes. There were 6 and 11 AP2/EREBP genes exclusively induced in LTH and IR29, respectively, by chilling stress (Table S12). 

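DREB1A, DREB1B and DREB1G were induced in both genotypes at every chilling time point. DREB1B (LOC4347618) rose at 8 h from 43.07 ± 26.7 (SD, n = 3) to 1201 ± 451 (SD, n = 3) in LTH, a log2 fold change of 4.91 (standard error 0.71, adjusted p = 4.6e-06), and by 4.86 (adjusted p = 5.7e-06) in IR29. DREB1G (LOC4330306) rose at 8 h by 4.76 (standard error 0.38, adjusted p = 9.0e-11) in LTH and 4.84 (adjusted p = 1.1e-10) in IR29. DREB1A rose at 8 h by 1.90 (standard error 0.46, adjusted p = 0.0025) in LTH and more in IR29 (4.94 (adjusted p = 2.9e-09)), with an interaction of -3.03 (adjusted p = 0.0062). DREB1E (LOC4336721) rose at 2 h by 2.42 (standard error 0.69, adjusted p = 0.010) in LTH and 2.53 (adjusted p = 0.0062) in IR29, and at 24 h only in IR29 (4.24 (adjusted p = 1.5e-05), interaction -2.99 (adjusted p = 0.057)). DREB1C (LOC4339974) did not rise and fell in LTH at 2 h (-1.18 (standard error 0.39, adjusted p = 0.028)). The calls of DREB1C without 4 of the 6 arrays (-1.21 to -0.92) and of DREB1E at 2 h without the first chilled array of LTH (1.99) or of IR29 (1.71) were lost, and with an offset of 32 before log2 those of DREB1C (-0.23, adjusted p = 0.0038) and of DREB1E in LTH (1.07, adjusted p = 0.070). The interaction of DREB1E passed with that offset (-2.42, adjusted p = 0.0079), with quantile normalization (-2.96, adjusted p = 0.048), without dim probe sets (-2.99, adjusted p = 0.041), with the replicate block (-2.99, adjusted p = 0.047) and without 2 of the 12 arrays it uses (-3.50 to -3.13). Of the 5 DREB1 genes 4 rose and 1 fell in LTH at 8 h, and 4 rose and 0 fell in IR29, the same counts as when adjusted over the list alone and as at an unadjusted p under 0.05 in limma. Tested with camera, the list had adjusted p = 0.0059 with the preset correlation and adjusted p = 0.19 with an estimated correlation in LTH and adjusted p = 1.8e-04 with the preset correlation and adjusted p = 0.074 with an estimated correlation in IR29. Of 12 AP2/ERF factors, which include the DREB1 genes, 7 rose and 1 fell in LTH and 6 rose and 0 fell in IR29 at 8 h, the same when adjusted over the list alone or at an unadjusted p under 0.05. Camera gave adjusted p = 1.4e-04, and adjusted p = 0.023 with an estimated correlation in LTH and adjusted p = 5.0e-05, and adjusted p = 0.020 with an estimated correlation in IR29.

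**Figure D3:**
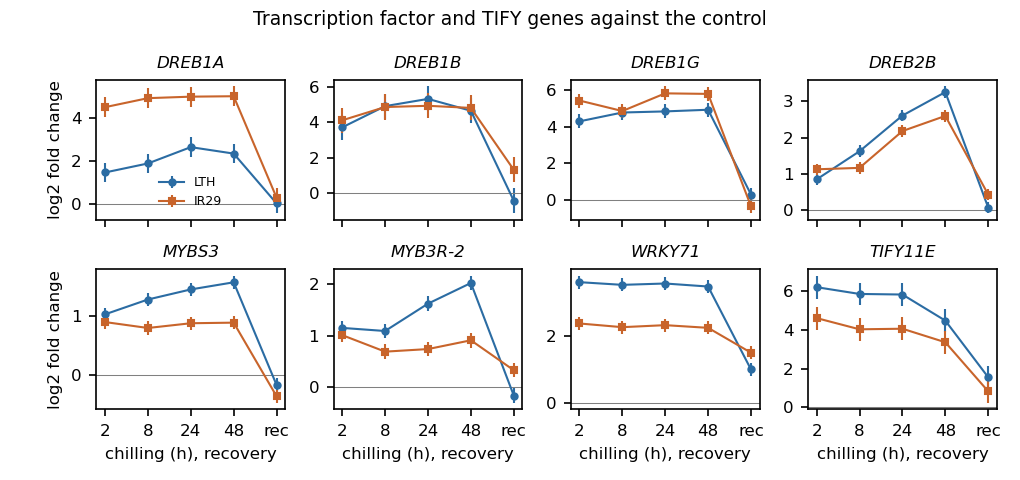
Log2 fold change against the control of the same genotype (y axis) of 8 transcription factor and Tify genes after 2, 8, 24 and 48 h of chilling and after 24 h of recovery (x axis) in LTH and IR29. Points are limma estimates over 3 arrays per condition and bars are standard errors, and DREB1A at 8 h lies at 4.94 in IR29 and 1.90 in LTH.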

*OsCBF1* (Os09g0522000), *OsCBF2* (Os06g0127100), and *OsCBF3* (Os02g0677300*/*Os09g0522200) were highly up-regulated in both genotypes, which is consistent with previous reports that these DREBs/CBFs contribute to low temperature stress response by regulating many transcriptomic and metabolic changes [16], [68], [69]. Interestingly, two additional copies (Os08g0408500 and Os04g0572400) of *CBF1* were uniquely induced during the LR phase of chilling stress in LTH and IR29, respectively, suggesting these duplicated *CBF1* genes are associated with genotype-specific responses to chilling stress. Among the differentially-regulated AP2/EREBP genes, two *RAV1* genes were specifically induced in LTH and IR29 (LOC_Os01g04750 in LTH at the ER phase and LOC_Os01g49830 in IR29 at the LR phase). RAV1 is thought to play an important role in the cold stress response pathway, most likely as a component of the CBF regulon [70], and this gene is also closely associated with leaf maturation and senescence [71]. Unique expression patterns of different *OsRAV1* gene copies in specific genotypes under chilling stress might indicate a distinct role in genotype-dependent responsiveness to chilling stress.

Rice has at least four DREB2 homologs, among which *OsDREB2B* was found in one study to be highly induced after 24 h chilling stress, and its expression was regulated by alternative splicing that generates both functional and nonfunctional transcripts. Transgenic *Arabidopsis* plants over-expressing the functional form of *OsDREB2B* displayed improved tolerance to abiotic stresses [72]. 

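DREB2B (LOC4338484) was induced in both genotypes, and its log2 fold change was larger at 48 h than at 2 h. In LTH it did not reach 2-fold at 2 h (0.84 (standard error 0.16, adjusted p = 2.9e-04)) and passed at 8 h (1.62 (adjusted p = 8.9e-09)), 24 h (2.61 (adjusted p = 5.2e-13)) and 48 h (3.26 (adjusted p = 3.3e-15)). In IR29 it passed at 2 h (1.12 (adjusted p = 4.6e-06)), 8 h (1.16 (adjusted p = 3.3e-06)), 24 h (2.18 (adjusted p = 2.4e-11)) and 48 h (2.60 (adjusted p = 4.3e-13)). With an offset of 32 before log2, it stayed under 2-fold in IR29 at 2 h (0.94, adjusted p = 7.9e-06) and 8 h (0.97, adjusted p = 5.1e-06). At no chilling time point did the interaction pass, with -0.28 (adjusted p = 0.70) at 2 h, 0.47 (adjusted p = 0.35) at 8 h, 0.44 (adjusted p = 0.30) at 24 h and 0.66 (adjusted p = 0.067) at 48 h. Its intensity in LTH rose from 71.09 ± 8.50 (SD, n = 3) under control conditions to 681.6 ± 82.8 (SD, n = 3) at 48 h. By contrast DREB2A (LOC4324418) was highest at 2 h, with 2.78 (standard error 0.47, adjusted p = 4.8e-05) in LTH and 2.12 (adjusted p = 8.9e-04) in IR29. With the offset DREB2A was under 2-fold in IR29 (0.97, adjusted p = 0.0024).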

In the present study, *OsDREB2B* (Os05g0346200) was up-regulated in LTH at 8 h and IR29 at 24 h after onset of chilling stress, indicating that *OsDREB2B* functions as a key gene in late response to chilling stress in both genotypes, but with different initiation times.

More than half of the 103 WRKY TF genes that have been identified in the rice genome have been shown to be transcriptionally regulated under conditions of biotic and/or abiotic stress [73], [74]. In this study, a set of WRKY genes were found to be chilling-regulated in both genotypes, of which 20 were commonly induced, 2 were up-regulated exclusively in LTH, and 8 were up-regulated exclusively in IR29. 

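WRKY71 and WRKY24 were induced in both genotypes at every chilling time point, and at 8 h more in LTH. WRKY24 (LOC4327518) rose at 8 h by 5.32 (standard error 0.32, adjusted p = 4.5e-13) in LTH and 3.41 (adjusted p = 4.2e-09) in IR29, with an interaction of 1.91 (adjusted p = 0.015). WRKY71 rose at 8 h by 3.51 (standard error 0.19, adjusted p = 2.5e-14) in LTH and 2.25 (adjusted p = 3.8e-10) in IR29, with an interaction of 1.26 (adjusted p = 0.0051). WRKY76 (LOC4347069) rose at 8 h by 3.47 (standard error 0.76, adjusted p = 9.1e-04) in LTH and 2.29 (adjusted p = 0.027) in IR29, and the interaction did not pass (1.18 (adjusted p = 0.69)). Without 3 of the 12 arrays it uses the interaction of WRKY24 was lost (1.61 to 1.72), that of WRKY71 without the first control array of IR29 (0.93), and WRKY76 in IR29 without 4 of the 6 arrays (2.07 to 2.27). Of 6 WRKY genes with a symbol in the annotation, 4 rose in LTH at 8 h (5 when adjusted over the list alone) and 3 in IR29 (3 when adjusted over the list alone). The list had in camera adjusted p = 5.3e-06, and adjusted p = 0.044 with an estimated correlation in LTH and adjusted p = 0.0023 with the preset correlation and adjusted p = 0.16 with an estimated correlation in IR29. In limma 0 fell in LTH and 0 in IR29 (0 and 0 at an unadjusted p under 0.05 and 2-fold), and 5 rose in both during at least 1 chilling time point.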

Three chilling-induced WRKY genes (Os05g0343400, Os01g0246700, and Os01g0826400) in both genotypes were also observed to be induced by chilling stress in a *japonica* rice variety [16]. The remaining WRKY TF genes are reported here for the first time to be induced by chilling stress; further analysis for functional identification of these WRKY genes is needed.

We detected 41 MYB and MYB-related TF genes differentially expressed by low temperature in both genotypes, 23 of which were commonly regulated, and 13 and 8 of which were regulated exclusively in LTH and IR29, respectively. Thirteen of these MYB genes (Os05g0449900, Os11g0684000, Os02g0624300, Os01g0841500, Os09g0538400, Os05g0140100, Os10g0478300, Os04g0517100, Os01g0298400, Os05g0195700, Os02g0641300, Os08g0144000, and Os01g0187900) have been found to be regulated by chilling or H_2_O_2_ stress in *japonica* rice [16], suggesting these MYB TF genes are functionally involved in rice chilling stress response. 

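MYB4 (LOC4336407) and MYB2 were induced in both genotypes throughout chilling. MYB4 rose at 24 h by 4.84 (standard error 0.23, adjusted p = 1.8e-15) in LTH and 4.65 (adjusted p = 7.2e-15) in IR29, and MYB2 rose at 24 h by 4.32 (standard error 0.29, adjusted p = 2.7e-12) in LTH and 5.61 (adjusted p = 1.7e-14) in IR29. MYBAS1 fell at 48 h with a log2 change of -2.35 (standard error 0.41, adjusted p = 3.1e-05) in LTH and -1.99 (adjusted p = 2.8e-04) in IR29. Of 11 MYB and MYB-related factors with a symbol 5 rose and 2 fell in LTH at 24 h (7 and 2 when adjusted over the list alone), with adjusted p = 0.0090 with the preset correlation and adjusted p = 0.066 with an estimated correlation in camera. In IR29 3 rose and 3 fell, the same counts when adjusted over the list alone, with adjusted p = 0.069, and adjusted p = 0.043 with quantile normalization.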

*OsMYB15* (Os02g0624300) was chilling-induced in both genotypes; its homologous gene in *Arabidopsis* (*MYB15*, At3g23250) is involved in negative control of the cold tolerance pathway [75], revealing their diverse functional regulatory roles in rice and *Arabidopsis*. We detected two MYB genes, *OsMYBS3* (Os10g0561400) and *OsMYB3R2* (Os01g0841500), uniquely induced in the late phase of chilling stress in LTH. 

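MYBS3 (LOC4349385) was induced in LTH from 2 h on, by 1.03 (standard error 0.11, adjusted p = 3.4e-08) at 2 h, 1.28 (adjusted p = 4.0e-10) at 8 h, 1.45 (adjusted p = 2.2e-11) at 24 h and 1.57 (adjusted p = 2.3e-12) at 48 h. In IR29 its log2 fold changes of 0.90 (adjusted p = 2.8e-07) at 2 h, 0.80 (adjusted p = 2.1e-06) at 8 h, 0.88 (adjusted p = 2.8e-07) at 24 h and 0.89 (adjusted p = 1.5e-07) at 48 h were smaller than 2-fold. No interaction passed at the threshold, with values from 0.13 (adjusted p = 0.81) at 2 h to 0.69 (adjusted p = 0.0034) at 48 h. The call of MYBS3 at 2 h was lost without 2 of the 6 arrays (0.92 to 0.98) and with quantile normalization (0.95, adjusted p = 3.7e-07), with which IR29 passed at 48 h (1.02, adjusted p = 4.0e-08). MYB3R-2 (LOC4327399) was induced in LTH by 1.15 (standard error 0.14, adjusted p = 6.7e-07) at 2 h and 2.02 (adjusted p = 4.0e-12) at 48 h. In IR29 it passed at 2 h (1.01 (adjusted p = 3.6e-06)) and stayed under 2-fold at 48 h (0.91 (adjusted p = 8.5e-06)), and the interaction passed at 48 h (1.10 (adjusted p = 4.9e-04)). MYB3R-2 in IR29 at 2 h was under 2-fold without 2 of the 6 arrays (0.89 to 0.91) and with an offset of 32 before log2 (0.91, adjusted p = 4.7e-06), and at 48 h it passed with quantile normalization (1.03, adjusted p = 3.3e-06) and without the third array of that group (1.01). Its interaction fell under 2-fold without the first 48 h array of LTH (0.99). The paper proposes from their induction in LTH and from their published functions that both factors have key roles in its chilling tolerance.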

*OsMYBS3* has been found to repress the well-known DREB1/CBF-dependent cold signaling pathway in rice, and it responds more slowly to cold stress than *DREB1*, implying an additional novel pathway that controls cold adaptation in rice [8]. Over-expression of *OsMYB3R2* may significantly improve cold tolerance by mediating the alteration in cell cycle and ectopic expression of stress genes in rice [76]. All of these results suggest that *OsMYBS3* and *OsMYB3R2* play key roles in the regulatory pathway of chilling stress tolerance in the chilling-tolerant rice LTH.

### Detection of Highly-enriched Cis-elements in ER- and LR- Chilling-induced Genes

*Cis*-acting elements/motifs act as activators or repressors in gene transcription by allowing TF recognition and binding. We identified over-represented motifs in the promoter regions of the ER- and LR-induced genes in both genotypes. As shown in Table S14, the top three *cis*-elements for ER-induced genes were CANNTG, CACT, and AAAG, which function as unique binding motifs for CBF genes [77], mesophyll-specific expressed genes [78], and Dof genes [79], respectively. In comparison, the top three motifs detected among LR-induced genes were CACT, GATA, and AAAG (Table S15). The GATA core sequence is involved in light-regulated expression of nuclear genes [80]. The highly-enriched CBF binding motifs in ER chilling-induced genes demonstrate that CBF gene regulation is initiated during the early phase of chilling stress and plays a crucial role in chilling stress response in rice plants. The remaining motifs mentioned above are functionally related to photosynthesis and light regulation, implying that the chilling-stress responsiveness of plants is strongly associated with the presence of light and photosynthetic activity.

### DEGs Mapped to the Previously Identified Chilling-related QTL Intervals

Based on the Gramene QTL database (www.gramene.org/db/), a total of 37 QTLs related to chilling tolerance in rice have been identified. We located 445 genes differentially-regulated by chilling stress on 21 of these identified QTL intervals. Among them, the QTLs *qCTB1*, *qCTS1*, *qCTS4-3*, *qCTS6-2*, *qCTS8-1*, and *qPSST-9* had the greatest number of co-localized DEGs with 36, 28, 37, 80, 65, and 20 genes, respectively (Table S16).

The QTL *qCTS6-2* is the most important QTL related to chilling-induced wilting tolerance in rice at seedling stage [4]. Eight DEGs were co-localized on the *qCTS6-2* 0.9 cM interval; among them, a cluster of genes encoding one AP2 TF, two phospholipases D, one LRR protein, and a CBL-interacting serine/threonine-protein kinase were evidently induced by LR-chilling stress in either LTH or IR29. A major QTL associated with cold-induced necrosis and wilting tolerance, designated as *qCTS12a* [81], was co-localized with four DEGs, including two isoflavone reductases, one 3-hydroxyisobutyryl-coenzyme A hydrolase, and one non-protein coding transcript, which were highly repressed during LR-chilling stress.

The major QTL for chilling tolerance at the booting stage, *qCTB7*, was fine-mapped by Zhou et al. [11]. Four genes on the *qCTB7* interval were found to be differentially regulated by chilling stress in this study; a gene encoding pre-mRNA processing protein PRP39 was highly induced only in LTH, while two genes encoding hydrolysis and chlorophyll a–b binding protein 7 were strongly repressed exclusively in IR29. These DEGs can serve as functional candidate genes for the identification of a QTL for chilling tolerance. By combining further functional identification and QTL fine mapping, the co-localized DEGs detected in this microarray analysis may provide the basis for gene cloning and elucidation of the molecular mechanisms responsible for chilling tolerance in rice.

### Conclusions

In the present study, comprehensive gene expression using an Affymetrix rice genome array revealed a genetic difference in adaptation to low temperature and a diverse global transcription reprogramming between two rice genotypes under chilling stress and subsequent recovery conditions. Firstly, the chilling tolerant LTH showed a different constitutive gene expression profile compared to the chilling-sensitive IR29. Second, the dominant change in gene expression at low temperature was up-regulation in the chilling-tolerant genotype and down-regulation in the chilling-sensitive genotype. Early responses to chilling stress common to both genotypes featured up-regulated genes related to transcription regulation and signal transduction, while functional categories of LR-chilling regulated genes were clearly diverse with a wide range of functional adaptations in two genotypes. Thirdly, at the end of the chilling treatments, there was quick and efficient reversion of gene expression in the chilling-tolerant LTH, while the chilling sensitive IR29 displayed considerably slower recovery capacity at the transcriptional level. Finally, analysis of differentially-regulated TF genes and enriched *cis*-elements demonstrated that multiple regulatory pathways, including CBF and MYBS3 regulons, are involved in chilling stress tolerance.

## Supporting Information

Figure S1 **Activity of ROS-scavenging enzymes and antioxidants concentration in seedlings of the two rice genotypes subjected to cold stress.**
(PPT)

Figure S2 **Comparison of microarray and quantitative RT-PCR assay data, based on the ratio between sample and control (S/C) in LTH and IR29.**
(PPT)

Table S1 **List of gene primers used for quantitative RT-PCR.**
(DOC)

Table S2 **LTH-enriched genes compared with IR29 under control conditions.**
(XLS)

Table S3 **LTH-repressed genes compared with IR29 under control conditions.**
(XLS)

Table S4 **Summary of differentially expressed genes under chilling stress and recovery conditions.**
(DOC)

Table S5 **Common DEGs in LTH and IR29 after 2 h chilling stress.**
(XLS)

Table S6 **LTH-specific DEGs during ER chilling stress.**
(XLS)

Table S7 **IR29-specific DEGs during ER chilling stress.**
(XLS)

Table S8 **Common DEGs in LTH and IR29 during LR chilling stress.**
(XLS)

Table S9 **LTH-specific DEGs during LR chilling stress.**
(XLS)

Table S10 **IR29-specific DEGs during LR chilling stress.**
(XLS)

Table S11 **DEGs in LTH and IR29 on recovery.**
(XLS)

Table S12 **Differentially-regulated TF genes in LTH and IR29 under chilling stress.**
(XLS)

Table S13 **Transcription factor genes differentially regulated in LTH and IR29 during chilling stress treatments.**
(DOC)

Table S14 ***Cis*** **-element analysis for the induced genes during ER chilling stress.**
(DOC)

Table S15 ***Cis*** **-element analysis for the induced genes during LR chilling stress.**
(DOC)

Table S16 **List of differentially-regulated genes mapped to previously detected QTL intervals.**
(XLS)

# Supplementary material for: Comparative Transcriptome Profiling of Chilling Stress Responsiveness in Two Contrasting Rice Genotypes
**Source:** PLoS One. 2012 Aug 17;7(8):e43274. doi: 10.1371/journal.pone.0043274
**Supplement:** Figure S1 — Activity of ROS-scavenging enzymes and antioxidants concentration in seedlings of the two rice genotypes subjected to cold stress.

## Slide 1

A
B
C
D
F
E
Figure S1. Activity of ROS scavenging enzymes and antioxidants contents in seedlings of the two rice genotypes subjected to cold stress. ROS scavenging enzymes: (A) CAT activity, (B) POD activity, (C) SOD activity and (D) GR activity; antioxidants: (E) ascorbate, (F) GSH. LTH cultivar (white) and IR29 cultivar (black). Values are means of 3 replicates. Vertical bars indicate standard error.

# Supplementary material for: Comparative Transcriptome Profiling of Chilling Stress Responsiveness in Two Contrasting Rice Genotypes
**Source:** PLoS One. 2012 Aug 17;7(8):e43274. doi: 10.1371/journal.pone.0043274
**Supplement:** Figure S2 — Comparison of microarray and quantitative RT-PCR assay data, based on the ratio between sample and control (S/C) in LTH and IR29.

## Slide 1

Figure S2. The comparison of the microarray and qPCR assay data, based on the ratio between sample and control (S/C) in LTH and IR29. Total 24 DEGs were chosen, representing 240 comparisons when one gene covers 10 different times of S/C.  Line shown represent the orthogonal fit to the data and correlation (R) was shown in the inset.

# Supplementary material for: Comparative Transcriptome Profiling of Chilling Stress Responsiveness in Two Contrasting Rice Genotypes
**Source:** PLoS One. 2012 Aug 17;7(8):e43274. doi: 10.1371/journal.pone.0043274
**Supplement:** Table S1 — List of gene primers used for quantitative RT-PCR.

**Table S1.** List of primers of genes for the quantitative RT-PCR

| **Gene name** | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| Os02g0618200 | 5' ACTTGAGGGTTGCTGAGTCTTC 3' | 5' CCATCATCCCTGGGTAATAAAA 3' |
| Os03g0284100 | 5' TCCCTAGTCACTCAGATCAACG 3' | 5' AGTCATCATTCTCCACCAGCA 3' |
| Os07g0695100 | 5' AAAGTGCCAGAAGGGAAAGAT 3' | 5' AGTGCTGTGCAGGATGAAATG 3' |
| Os09g0532400 | 5' CGGAGTCATCTAAGTGCTAATCG 3' | 5' ATAACCGTGGCACAGCAATCT 3' |
| Os11g0157600 | 5' AAGGTCAGGTATCATAGCAGGAA 3' | 5' GCCAATAAACAACCGACAAAA 3' |
| Os08g0157600 | 5' CCACCGTAGATTTAGGAGCAG 3' | 5' TAATAGCGGCATTCTTGTTGA 3' |
| Os06g0728700 | 5' CTTGCTCCTGGCTCATCTTCA 3' | 5' GGGACTGGGACGGATCTATCA 3' |
| Os04g0583900 | 5' ACCATAATGAGGGTGTTACTTGC 3' | 5' TCTTCGTTTCTGTTTCCGTTT 3' |
| Os02g0685200 | 5' GGACACGTCACGCCACAGTAC 3' | 5' CATCCAACATTTCCTCGTCTTTC 3' |
| Os10g0561400 | 5' GAGTCAGATACTTCTGCCGTTGC 3' | 5' CTGTGCCCTTGTTGGTGGATT 3' |
| Os01g0841500 | 5' AGGATGTGCTTGTGCCGTTAG 3' | 5' ACTGCCTTCCTCAATGTCTCG 3' |
| Os06g0127100 | 5' ACTTCGACCAGCCGTCCTACT 3' | 5' CTCCCTACCAGCTCAGCCATT 3' |
| Os09g0522200 | 5' TGCCTCAACTTCGCCGACTC 3' | 5' GCAACTTGTTCCATCACATTACCG 3' |
| Os09g0522000 | 5' CGACGACGGGTTCAGGTTCG 3' | 5' TTGCCATTCATCCTCAGTCTCATT 3' |
| Os02g0624300 | 5' GAGGAAAGGTCGGCAATGGG 3' | 5' GGTCGTGGAGGTGGATGATGG 3' |
| Os08g0473900 | 5' GTGAAGATCGGGACGAGGTAC 3' | 5' GAACGCTACAATCGGATACAAAA 3' |
| Os07g0685700 | 5' GCTTCTTTCCTCCTTTCTTCCTCC 3' | 5' CGCTGCTCCCATCATCTCCTC 3' |
| Os02g0669100 | 5' GCGACTCGTCACAGCTCAAAC 3' | 5' TCACCTCCTCTTCCTCATCACT 3' |
| Os10g0553300 | 5' GCAGAAGGGAGGAACATAACA 3' | 5' TGCCTAAGACGACAGGGACAG 3' |
| Os04g0608900 | 5' ACTTTGGAGTTGCCAGGATTG 3' | 5' ACTACTTCGGTGAATGGAGGG 3' |
| Os12g0139300 | 5' AATGCTCGGACATTTAACCCT 3' | 5' GCACAACTCTGCTGCCTACTG 3' |
| Os01g0777300 | 5' AATACCGACAGGCTCTTTCTT 3' | 5' CCAGTCTCGCAGTTATCTTCA 3' |
| Os10g0167600 | 5' AGTATTCAGCCAAGACCTTCAGA 3' | 5' GCTAATTCCCTCCTTACAACCA 3' |
| Os06g0142200 | 5' CGCACCTGAACACCTCAAGAA 3' | 5' TGGCTAATGGCAGATACGACA 3' |

# Supplementary material for: Comparative Transcriptome Profiling of Chilling Stress Responsiveness in Two Contrasting Rice Genotypes
**Source:** PLoS One. 2012 Aug 17;7(8):e43274. doi: 10.1371/journal.pone.0043274
**Supplement:** Table S4 — Summary of differentially expressed genes under chilling stress and recovery conditions.

**Table S4.** Summary of differentially expressed genes under chilling stress and recovery conditions.

| **Time Point** | **LTH-Up** | **LTH-Down** | **Subtotal** | **IR-Up** | **IR-Down** | **Subtotal** |
| --- | --- | --- | --- | --- | --- | --- |
| 2h | 1166 | 878 | 2044 | 923 | 1157 | 2080 |
| 8h | 1222 | 873 | 2095 | 1326 | 1405 | 2731 |
| 24h | 1461 | 1172 | 2633 | 1235 | 1634 | 2869 |
| 48h | 2091 | 2015 | 4106 | 1272 | 1885 | 3157 |
| 24R | 219 | 226 | 445 | 1173 | 1834 | 3017 |
| *Note: 24 R indicates 24 h recovery after 48 h chilling stress | | | | | | |

# Supplementary material for: Comparative Transcriptome Profiling of Chilling Stress Responsiveness in Two Contrasting Rice Genotypes
**Source:** PLoS One. 2012 Aug 17;7(8):e43274. doi: 10.1371/journal.pone.0043274
**Supplement:** Table S13 — Transcription factor genes differentially regulated in LTH and IR29 during chilling stress treatments.

**Table S13.** Transcription factor genes differentially regulated in LTH and IR29 during chilling stress treatments.

| **Genotype** | **LTH** | | | | | | | | **IR29** | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Time point** | **2h** | | **8h** | | **24h** | | **48h** | | **2h** | | **8h** | | **24h** | | **48h** | |
| **Regulation** | **Up** | **Down** | **Up** | **Down** | **Up** | **Down** | **Up** | **Down** | **Up** | **Down** | **Up** | **Down** | **Up** | **Down** | **Up** | **Down** |
| AP2/EREBP | 15 |  | 23 |  | 24 | 1 | 26 | 1 | 16 |  | 29 | 1 | 22 | 2 | 20 | 1 |
| WRKY | 16 |  | 14 |  | 17 |  | 16 |  | 12 |  | 18 |  | 13 |  | 14 |  |
| NAC | 13 |  | 14 |  | 15 | 1 | 16 | 1 | 8 | 2 | 8 | 1 | 11 | 2 | 11 | 4 |
| bHLH | 11 | 1 | 10 | 1 | 12 | 2 | 10 | 2 | 8 | 2 | 11 | 2 | 10 | 1 | 11 | 1 |
| MYB-related | 4 | 3 | 7 | 4 | 11 | 4 | 13 | 5 | 4 | 4 | 5 | 7 | 6 | 5 | 6 | 6 |
| MYB | 11 |  | 12 |  | 12 |  | 13 | 1 | 7 |  | 11 |  | 8 |  | 9 |  |
| Orphans | 6 |  | 8 |  | 7 | 1 | 9 | 1 | 4 | 3 | 3 | 3 | 5 | 2 | 5 | 4 |
| bZIP | 8 |  | 7 |  | 9 | 1 | 10 | 2 | 4 |  | 6 | 2 | 3 | 2 | 3 | 3 |
| C3H | 3 |  | 5 | 4 | 6 | 4 | 6 | 5 | 4 | 1 | 6 | 4 | 3 | 4 | 5 | 4 |
| Tify | 6 |  | 6 |  | 6 |  | 6 |  | 6 |  | 6 |  | 6 |  | 6 |  |
| HB | 4 |  | 7 |  | 5 |  | 10 |  | 2 |  | 6 | 1 | 2 | 1 | 5 | 2 |
| C2H2 | 4 | 1 | 3 | 1 | 4 | 1 | 6 | 1 | 3 | 1 | 7 |  | 4 | 1 | 4 | 2 |
| GNAT | 1 | 4 | 1 | 4 | 2 | 4 | 2 | 7 | 1 | 2 | 1 | 2 | 2 | 4 | 1 | 5 |
| GRAS | 5 |  | 6 |  | 5 |  | 10 |  | 4 |  | 2 |  | 4 |  | 3 |  |
| AUX/IAA | 2 |  | 3 |  | 3 | 1 | 4 | 1 | 1 |  | 8 | 1 | 3 | 1 | 3 | 1 |
| G2-like | 1 |  | 2 | 1 | 3 | 1 | 4 | 2 | 2 | 3 | 1 | 2 | 1 | 2 | 2 | 2 |
| HSF | 5 |  | 4 | 1 | 4 | 1 | 4 | 2 | 3 |  | 2 | 3 | 2 | 2 | 2 | 2 |
| PHD | 2 |  | 1 |  | 1 | 2 | 6 | 5 |  |  | 2 |  | 3 | 2 | 4 | 3 |
| others | 24 | 11 | 28 | 10 | 41 | 16 | 61 | 24 | 17 | 12 | 42 | 14 | 31 | 18 | 32 | 21 |
| **Total** | **141** | **20** | **161** | **26** | **187** | **40** | **232** | **60** | **106** | **30** | **174** | **43** | **139** | **49** | **146** | **61** |

# Supplementary material for: Comparative Transcriptome Profiling of Chilling Stress Responsiveness in Two Contrasting Rice Genotypes
**Source:** PLoS One. 2012 Aug 17;7(8):e43274. doi: 10.1371/journal.pone.0043274
**Supplement:** Table S14 — Cis -element analysis for the induced genes during ER chilling stress.

**Table S14.** Cis element analysis for the induced genes by early response phase of chilling stress

| **DEGs** | | **Common** | **IR29-Specific** | **LTH-Specific** | ***p* value§** | **Function** |
| --- | --- | --- | --- | --- | --- | --- |
| **No. of tested genes** | | **523** | **312** | **514** |  |  |
| CA[ACGT] [ACGT]TG | Total (%) | 93.7 | 94.2 | 90.3 | 0.022 | CBF3, ICE1 binding |
| Two or more copies (%) | 82.2 | 84.9 | 80.4 | 0.048 |
| [CT]ACT | Total (%) | 95.6 | 97.1 | 92.8 | 0.004 | mesophyll expression module |
| Two or more copies (%) | 94.1 | 95.8 | 91.1 | 0.005 |
| AAAG | Total (%) | 92.7 | 95.8 | 91.8 | 0.013 | Dof gene binding |
| Two or more copies (%) | 88.0 | 90.7 | 85.4 | 0.013 |
| GATA | Total (%) | 90.2 | 90.4 | 86.2 | 0.037 | chlorophyll a/b binding protein |
| GTAC | Total (%) | 89.3 | 89.4 | 82.5 | 0.003 | Hypoxic related gene binding |
| Two or more copies (%) | 71.9 | 74.4 | 66.9 | 0.012 |
| G[AG]WAAW＃ | Total (%) | 88.0 | 93.6 | 86.2 | 0.0005 | GT-1; light regulation |
| Two or more copies (%) | 70.2 | 79.8 | 70.8 | 0.002 |
| [ACG]CGCG[CGT] | Total (%) | 79.3 | 77.6 | 68.3 | 0.002 | Calmodulin binding |
| Two or more copies (%) | 63.9 | 60.9 | 53.1 | 0.014 |
| TAAAG | Total (%) | 51.8 | 58.0 | 50.0 | 0.013 | Dof gene binding |

＃W stand for [AT], ie A or T; **§**P value represents the significance between ER-IR-Specific and ER-LTH-Specific DEGs.

# Supplementary material for: Comparative Transcriptome Profiling of Chilling Stress Responsiveness in Two Contrasting Rice Genotypes
**Source:** PLoS One. 2012 Aug 17;7(8):e43274. doi: 10.1371/journal.pone.0043274
**Supplement:** Table S15 — Cis -element analysis for the induced genes during LR chilling stress.

**Table S15.** Cis-element analysis for the induced genes by late response phase of chilling stress

| **DEGs** | | **Common** | **IR29-Specific** | **LTH-Specific** | **p value§** | **Function** |
| --- | --- | --- | --- | --- | --- | --- |
| **No. of tested genes** | | **275** | **564** | **737** |  |  |
| [CT]ACT | Total (%) | 94.2 | 96.5 | 93.8 | 0.014 | mesophyll expression module |
| Two or more copies (%) | 92.7 | 95.6 | 83.3 | 7.84E-08 |
| GATA | Total (%) | 88.0 | 90.4 | 86.6 | 0.016 | chlorophyll a/b binding protein *Ref4* |
| Two or more copies (%) | 73.5 | 74.3 | 64.7 | 0.0021 |
| AAAG | Two or more copies (%) | 85.8 | 89.0 | 80.6 | 0.0007 | Dof gene binding |
| CAAT | Two or more copies (%) | 85.8 | 84.9 | 74.5 | 0.0002 | CAAT box |
| [ACGT] GATT | Two or more copies (%) | 81.8 | 85.8 | 76.3 | 0.0004 | Response regulator |
| CA[ACGT][ACGT] TG | Two or more copies (%) | 82.2 | 86.2 | 75.2 | 7.69E-05 | CBF3, ICE1 binding |
| GTAC | Total (%) | 82.9 | 88.8 | 84.8 | 0.017 | Hypoxic related gene binding |
| Two or more copies (%) | 64.0 | 73.2 | 59.7 | 3.97E-05 |
| ACGT | Total (%) | 78.5 | 82.6 | 76.9 | 0.006 | etiolation; erd |
| Two or more copies (%) | 57.5 | 59.8 | 48.4 | 0.0008 |
| GTGA | Two or more copies (%) | 73.5 | 76.2 | 69.1 | 0.013 | g10; pollen; pectate lyase |
| TGAC | Two or more copies (%) | 68.7 | 69.3 | 62.1 | 0.018 | WRKY; GA; MYB binding |
| C[ACGT] GTT[AG] | Total (%) | 62.9 | 66.3 | 61.7 | 0.044 | dehydration; water stress |
| TGTCA | Total (%) | 54.9 | 58.5 | 53.1 | 0.025 | HD; homeodomain |
| AATAAA | Total (%) | 51.3 | 52.3 | 47.1 | 0.031 | poly A signal |

**§**P value represents the significance between LR-IR-Specific and LR-LTH-Specific DEGs.

How the deposited data were processed for this re-analysis (not part of the article)

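Gene expression was measured in seedlings of the rice genotypes LTH and IR29 under control conditions, after 2, 8, 24 and 48 h of chilling and after 24 h of recovery, with 3 Affymetrix Rice Genome Arrays per group and 36 arrays in 12 groups. The authors turned scanned images into intensity files with default settings of the Affymetrix software and normalized the arrays with dChip. The version, the expression model and the background option are not stated. The values deposited by the authors are in linear intensity units, 1 value per probe set and array, from 0.510 to 17600, with array medians from 9.83 to 11.2, so the authors' normalization was kept. Pearson correlations of log2 values between replicates of a group lay between 0.913 and 0.977.

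Values under 1 were set to 1 and log2 was taken. Of 57258 probe sets, 64 reporter probe sets were left out and 57194 tested. All arrays entered 1 fit with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend, 24 residual degrees of freedom, without a replicate block), and 16 comparisons were made: each chilling and recovery time point against the control of the same genotype, LTH against IR29 controls, and the interaction of genotype and time point. A probe set was called at a Benjamini-Hochberg adjusted p under 0.05 within the comparison and at least 2-fold. In values simulated at the observed spread, with known changes added to 1 comparison (LTH at 2 h), 16.4%, 64.2% and 92.4% of the probe sets changed by 2-, 4- and 8-fold were called, and 6 unchanged ones. Far fewer probe sets were changed (67, 67 and 66) than are called in the data, which makes the adjustment stricter, so the shares may be too low for the data. Figures were drawn with matplotlib 3.10.9 in python 3.11.15.

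Probe sets were named from the platform table and a gene annotation that gives symbols and synonyms: 22436 had 1 gene, 95 several and 34727 none, and 2457 of the 17905 genes have a symbol. The genes that may be named are those the paper names, the 15 with the largest fold in each comparison with a control, between the controls and in each direction among probe sets that pass the test, whose 3 arrays all lie beyond the 3 control arrays, and the members of gene lists, 563 genes in all. Values in the paper's tables had been seen when this rule was written. Where a gene has several probe sets, the one with the highest mean log2 value stands for it.

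The 27 gene lists were defined by function and matched to genes by symbols and synonyms, with patterns written once the annotation was known and prior to any fit. They cover CBF/DREB1, AP2/ERF, WRKY, NAC, MYB, GRAS, TIFY/JAZ and heat stress factors, heat shock, LEA and histone proteins, aquaporins, calcium and auxin signalling, protein phosphatases, light harvesting, polyamines and starch, as well as trehalose, proline, ROS scavenging, glutathione S-transferases, ribosomal proteins, DNA replication, the clock, the Calvin cycle and senescence. Each list was tested with camera at a preset correlation of 0.01 between genes and again with an estimated one, adjusted over the 432 tests of all lists and comparisons, and its calls were also counted after adjustment over the list alone. Camera set each list against all other probe sets tested, with or without a gene. In every chilling and recovery comparison a smaller share of calls rose among genes than among all probe sets (LTH at 24 h, 38.6% against 46.5%). That background may favour falling lists there. Profiles were clustered by average linkage on 1 minus the Pearson correlation.

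The alternatives tried were quantile normalization, an offset of 32 before log2, leaving out probe sets whose mean lies in the lowest 40%, a replicate block, t-tests with and without adjustment, a lower 90% bound of the fold, the arrays of each comparison alone, genes in place of probe sets, no cross-hybridizing probe sets, and leaving out each array, with 6 settings on differences between group means and a covariate of shoot apex markers added later. Other splits of the arrays were counted, 10 for each comparison of 6 arrays and 100 drawn for each interaction, where genotypes were regrouped within the control and within the treated arrays once the additive effects of genotype and treatment had been taken out. An earlier scheme for the interactions regrouped control and treated arrays within a genotype, which turns chilling effects into interactions, and it was replaced after its result was seen. Intervals of medians come from 2000 bootstrap samples and permutation p values from 100000 permutations.

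Genes that the paper gives only by a locus identifier, with its lists of QTL genes and of transcription factor families, and promoter elements were not analysed here.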

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

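The tests with shoot apex markers and the counts over other splits of the arrays were chosen only after the results were seen.

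Between the genotypes, the difference of the chilling responses (LTH minus IR29, tested as an interaction in limma) singled out the largest called value in each direction at each time point, among the 563 genes covered by the rule for named genes. These log2 differences were 3.75 (adjusted p = 0.014) for ICL and -3.04 (adjusted p = 0.011) for DREB1A at 2 h, 7.88 (adjusted p = 3.6e-05) for HSP16.0 and -4.61 (adjusted p = 0.0096) for PIP2-8 at 8 h, 6.84 (adjusted p = 9.8e-05) and -3.64 (adjusted p = 0.018) for HSP16.0 and GRF1 at 24 h, 6.14 (adjusted p = 1.7e-04) and -5.37 (adjusted p = 4.5e-06) for HSP16.0 and ACO1 at 48 h, and 6.58 (adjusted p = 1.1e-05) and -6.47 (adjusted p = 3.3e-05) for MT2B and AMY1.3 at recovery. ACO1 had log2 changes of -1.37 in LTH and 4.01 in IR29 at 48 h, from control values of 1463 ± 382 and 5.667 ± 1.98 (SD, n = 3). Leaving out 1 array, limma did not call ICL without LTH control array 1 (3.35), GRF1 without LTH 24 h array 3 (-2.79), IR29 control array 1 (-3.34) or 3 (-3.25), and the fall of ACO1 in LTH without LTH control array 2 (-1.16), LTH 48 h array 1 (-1.02) or 2 (-1.24). HSP16.0 had 2.607 ± 0.834 in LTH controls against 806.3 ± 152 in IR29 controls (SD, n = 3), so it had little room to fall in LTH, and the other probe set of AMY1.3 was not called in the interaction.

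Among the lists, those whose responses differed between the genotypes with both the preset and an estimated correlation between genes were Starch synthesis at 2 h (median log2 difference 0.58, adjusted p = 0.0046, and adjusted p = 0.046 with an estimated correlation), at 8 h (0.77, adjusted p = 0.0029, and adjusted p = 0.041 with an estimated correlation) and at recovery (1.18, adjusted p = 3.3e-04, and adjusted p = 0.020 with an estimated correlation), Calcium signalling at 8 h (0.34, adjusted p = 6.4e-04, and adjusted p = 0.048 with an estimated correlation) and the Calvin cycle at recovery (1.04, adjusted p = 1.7e-04, and adjusted p = 0.044 with an estimated correlation). Of the 7 starch synthesis genes 0, 2 and 4 were called in limma at 2 h, 8 h and recovery (3, 2 and 5 adjusted over the list alone, 3 at an unadjusted p under 0.05 at 2 h), of the 83 calcium signalling genes 11 rose (15 adjusted over the list alone) and 0 fell (3 adjusted over the list alone, 4 at an unadjusted p under 0.05), and of the 4 Calvin cycle genes 2 rose (2 adjusted over the list alone).

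At recovery, signals that stood apart from the control level in a list or gene on which the paper's text does not report for that time point were the Senescence and chlorophyll breakdown list in LTH (median log2 change 1.20, adjusted p = 1.7e-06, and adjusted p = 0.013 with an estimated correlation, 2 of 4 genes called and 2 adjusted over the list alone), peroxidase LOC4344277 in LTH (log2 change 4.75, adjusted p = 2.3e-08), 4CL.2 (LOC4330407) in LTH (-4.98, adjusted p = 1.4e-06), and in IR29 TIFY9 (8.57, adjusted p = 2.6e-08) and MT2B (-6.98, adjusted p = 1.5e-09). TIFY9 had a control value of 2.413 ± 1.90 (SD, n = 3), near the lowest values of the arrays, so the size of its fold is uncertain.

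At recovery 11843 probe sets were called in IR29 and 1466 in LTH, and 5160 differed in the interaction. Of 100 splits only the real one was as large (highest other 2261), which makes chance unlikely, though not every possible split was drawn. The tables argue against one array standing apart, since without any 1 of its 6 arrays the IR29 count was at least 7.20 times the LTH count, and against the normalization between arrays, since the ratio was 8.20 with quantile normalization. Changes of 48 h chilling that had not yet reversed stay open as the source: 36.0% of the IR29 calls were called in the same direction at 48 h, between the bounds set for and against it, and 40.9% of the LTH calls. Probe sets not called at 48 h were also more numerous in IR29 (6534 against 686). A difference between the genotypes in how leaves recover or take damage is the biological explanation that the design gives. The paper measured more membrane injury and more MDA in IR29 than in LTH, most of all after recovery. Whether that damage is the source of the larger number of calls was not tested here and stays open.

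Under control conditions 4296 probe sets differed between LTH and IR29 (highest of the other splits 0, and 10 splits are too few for a share under 0.05). Differences in sequence between IR29 and array probes designed mostly on japonica transcripts would change 1 probe set and not the others of its gene. Over 79 genes with several probe sets the other ones had a median of 0.93 of the difference of the called one (95% interval 0.64 to 1.01), which argues against this as the whole cause. For 22.8% of these genes the ratio was under 0.25, against 8.86% to 12.5% in the chilling and recovery comparisons, so for single genes, and for genes with 1 probe set, it stays open. A difference of the genotypes in expression is the biological explanation, which was not tested on its own.

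In LTH at 2 h 10 of 24 DNA replication genes fell (11 adjusted over the list alone, median log2 change -1.33, adjusted p = 4.4e-05 with the preset correlation and adjusted p = 0.35 with an estimated correlation). An unequal share of shoot apex tissue between samples is a candidate source: the mean of the list followed that of 5 homeobox genes taken as apex markers (HOS9, HOS16, OSH43, HOS13 and hb3) between replicates of one group, with r = 0.76 over 36 arrays (permutation p = 0.0024, Spearman 0.68, 0.69 without the 2 arrays farthest out, 0.60 to 0.78 without 1 marker). The markers were dim, with mean log2 values from 1.12 to 4.08, and none was called at 2 h in LTH. OSH1, another homeobox gene of the apex, was left out of them because its values had been seen, and it fell in LTH at 2 h from 44.45 ± 20.8 to 1.573 ± 0.294 (SD, n = 3), a log2 change of -4.70 (adjusted p = 0.0097), which was not called with an offset of 32 before log2 (-1.15, adjusted p = 0.057). With the mean of the 5 markers as a covariate the median of the list was -0.73 (95% interval -1.30 to -0.53) and 7 genes fell, so a fall beyond that share, an effect of chilling on dividing cells, may contribute as well. Dim markers correct the share only in part, so the parts of tissue and of chilling cannot be separated here.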

How the results depend on the processing

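The 6 settings that ask for a difference between group means, and the shoot apex covariate, were tried only after the results were seen. The others were set before the data were examined: quantile normalization, an offset of 32 before log2, a filter on dim probe sets, the replicate number as a block, Student's t-test with and without adjustment, a lower bound of the fold, a fit on only the arrays compared, genes in place of probe sets, no cross-hybridizing probe sets, camera with an estimated correlation, other clusterings, and leaving out each array. The paper's results section names a t-test but not its form. A count is called moved when it left a range of 1.5 times the reported count in either direction, and for each moved count below the cause was not tested unless it is given.

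No gene value reported here that was called in one direction was called in the other with quantile normalization, the offset, the filter on dim probe sets, the replicate block or 1 array left out, the settings in which this was counted. The total counts with quantile normalization, the filter on dim probe sets, the replicate block, only the arrays compared and without the cross-hybridizing probe sets were all within 1.5 times of those reported for the 16 comparisons. With the replicate block they ran from 920 for the interaction at 2 h to 14517 for LTH at 48 h, so the block moved no count beyond that range. No shared deviation of arrays with the same replicate number was seen on average, and whether a number marks a plate, in which the paper grew both genotypes, is left open: deviations of arrays with the same number had a mean r of -0.0068 in LTH, 0.0011 in IR29 and 0.010 across genotypes, against 0.0046, -5.3e-04 and -0.0052 for other numbers. Of the pairs with the same number 11 of 45, 4 of 45 and 17 of 108 had r over 0.1.

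An offset of 32 lowered the counts to 3713, 3814, 5455, 7027 and 838 in LTH at 2 h, 8 h, 24 h, 48 h and recovery, 4287, 4132, 5003, 6283 and 5423 in IR29 at 2 h, 8 h, 24 h, 48 h and recovery, 1850 for the basal difference and 2275 and 3045 in the interaction at 24 and 48 h. The overlap sets became, raised at 2 h 1258 in both, 774 in LTH only and 632 in IR29 only, raised from 8 to 48 h 538 in both, 1501 in LTH only and 1191 in IR29 only. They also became, raised over all chilling time points 2230 in both, 1848 in LTH only and 1399 in IR29 only, raised at recovery 331 in both, 89 in LTH only and 1753 in IR29 only. On the side of repression they were, lowered at 2 h 1115 in both, 566 in LTH only and 1282 in IR29 only, lowered from 8 to 48 h 915 in both, 1616 in LTH only and 1304 in IR29 only. Further, lowered over all chilling time points 2747 in both, 1471 in LTH only and 1873 in IR29 only, lowered at recovery 306 in both, 112 in LTH only and 3033 in IR29 only. The offset shrinks changes of dim probe sets by construction. It also lowered the correlation with the paper's folds in Tables S2, S3 and S9, where r was 0.75, 0.95 and 0.69 in that order.

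Without dim probe sets, which leaves 34316 to test, 2581 probe sets were raised in IR29 only over all chilling time points, and 2 lists passed for the basal difference, 4 lists passed for the interaction at 24 h and 2 lists passed for the interaction at 48 h. The filter removes probe sets and list members by construction, and what it leaves out are signals near background, where a fold is least certain.

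Student's t-test, run on the arrays of each comparison alone, gave without adjustment 3321 in LTH at recovery and 4826, 5839, 7191, 8574 and 9580 in the interaction at 2 h, 8 h, 24 h, 48 h and recovery. Unadjusted, the overlap sets at recovery became raised at recovery 682 in LTH only, lowered at recovery 1029 in both and 776 in LTH only. After adjustment the counts were 4822, 5921 and 60 in LTH at 8 h, 24 h and recovery and 5460 and 8819 in IR29 at 2 and 48 h. Overlap sets after adjustment were raised at 2 h 1206 in both and 964 in IR29 only, lowered at 2 h 1195 in both and 2095 in IR29 only, raised at recovery 37 in both and 11 in LTH only, lowered at recovery 6 in both and 6 in LTH only.

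With genes in place of probe sets, where 17905 are tested and fewer calls follow from the construction, the counts were 4278, 4028, 5806 and 6857 in LTH at 2, 8, 24 and 48 h, 4883, 4279, 5302, 6286 and 5629 in IR29 at 2 h, 8 h, 24 h, 48 h and recovery, 1531 for the basal difference and 529, 1018, 1866, 2547 and 3004 in the interaction at 2 h, 8 h, 24 h, 48 h and recovery. A lower bound of the fold of at least 2, which asks for a larger fold by construction, gave 3583, 3873, 6196 and 8239 in LTH at 2, 8, 24 and 48 h, 4492, 4259, 5692, 7505 and 6674 in IR29 at 2 h, 8 h, 24 h, 48 h and recovery, 2742 for the basal difference and 2278, 2856 and 3309 in the interaction at 24 h, 48 h and recovery.

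Camera with an estimated correlation called fewer lists than with the preset one: 3 in place of 13 for LTH at 2 h, 5 in place of 17 for LTH at 8 h, 4 in place of 15 for LTH at 24 h, 4 in place of 15 for LTH at 48 h, 2 in place of 12 for LTH at recovery, 5 in place of 14 for IR29 at 2 h, 3 in place of 15 for IR29 at 8 h, 3 in place of 15 for IR29 at 24 h, 3 in place of 15 for IR29 at 48 h, 1 in place of 10 for IR29 at recovery, 0 in place of 5 for the basal difference, 1 in place of 8 for the interaction at 2 h, 2 in place of 9 for the interaction at 8 h, 0 in place of 8 for the interaction at 24 h, 0 in place of 4 for the interaction at 48 h, 2 in place of 7 for the interaction at recovery. An estimated correlation above the preset one raises the p by construction. Of the 85 list tests reported 42 lost their call with it. Among them were Auxin signalling, LTH at recovery, adjusted p = 0.21, Auxin signalling, IR29 at recovery, adjusted p = 0.13, Light-harvesting and photosystem (nuclear), IR29 at 8 h, adjusted p = 0.36, Light-harvesting and photosystem (nuclear), IR29 at 24 h, adjusted p = 0.33, Light-harvesting and photosystem (nuclear), IR29 at recovery, adjusted p = 0.066, Core histones (dividing cells), IR29 at 24 h, adjusted p = 0.23, Core histones (dividing cells), IR29 at 48 h, adjusted p = 0.30, TIFY/JAZ repressors, LTH at recovery, adjusted p = 0.36 and TIFY/JAZ repressors, IR29 at recovery, adjusted p = 0.36. In camera tests quantile normalization gained 3 of the list tests (Core histones (dividing cells), LTH at 2 h, adjusted p = 0.020, GRAS factors, LTH at 24 h, adjusted p = 0.044 and MYB and MYB-related factors, IR29 at 24 h, adjusted p = 0.043) and lost 1 (Proline metabolism, IR29 at recovery, adjusted p = 0.054), the replicate block gained 2 (GRAS factors, LTH at 24 h, adjusted p = 0.033 and TIFY/JAZ repressors, the basal difference, adjusted p = 0.021) and lost 1 (Proline metabolism, IR29 at recovery, adjusted p = 0.055) and the filter on dim probe sets lost 6 (Core histones (dividing cells), IR29 at 48 h, adjusted p = 0.073, Glutathione S-transferases, IR29 at 2 h, adjusted p = 0.065, Light-harvesting and photosystem (nuclear), IR29 at 8 h, adjusted p = 0.058, Light-harvesting and photosystem (nuclear), IR29 at 24 h, adjusted p = 0.060, Proline metabolism, IR29 at recovery, adjusted p = 0.088 and WRKY factors, the basal difference, adjusted p = 0.050).

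On top of the lower bound of the fold, a difference of at least 50 between group means gave 2505, 2784, 4251, 5642 and 713 in LTH at 2 h, 8 h, 24 h, 48 h and recovery, 3075, 2948, 3804, 4982 and 4441 in IR29 at 2 h, 8 h, 24 h, 48 h and recovery and 1467 for the basal difference. A difference of at least 100 between group means gave 2010, 2244, 3330, 4453 and 526 in LTH at 2 h, 8 h, 24 h, 48 h and recovery, 2390, 2305, 2921, 3829 and 3525 in IR29 at 2 h, 8 h, 24 h, 48 h and recovery and 978 for the basal difference. A difference of at least 200 between group means gave 1481, 1669, 2318, 3052 and 335 in LTH at 2 h, 8 h, 24 h, 48 h and recovery, 1696, 1681, 2032, 2672 and 2525 in IR29 at 2 h, 8 h, 24 h, 48 h and recovery and 534 for the basal difference. On top of Student's t-test without adjustment, a difference of at least 50 between group means gave 4597, 4599, 5842 and 8081 in LTH at 2, 8, 24 and 48 h, 5070, 5062, 6093, 7103 and 6323 in IR29 at 2 h, 8 h, 24 h, 48 h and recovery and 2170 for the basal difference. A difference of at least 100 between group means gave 3479, 3553, 4481, 6154 and 951 in LTH at 2 h, 8 h, 24 h, 48 h and recovery, 3805, 3768, 4522, 5352 and 4852 in IR29 at 2 h, 8 h, 24 h, 48 h and recovery and 1402 for the basal difference. A difference of at least 200 between group means gave 2356, 2445, 3028, 4115 and 577 in LTH at 2 h, 8 h, 24 h, 48 h and recovery, 2573, 2556, 3002, 3619 and 3331 in IR29 at 2 h, 8 h, 24 h, 48 h and recovery and 733 for the basal difference. The added condition lowers counts by construction.

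Leaving out 1 array at a time gave ranges of 6086 to 7567 (LTH at 2 h), 6626 to 7836 (LTH at 8 h), 9914 to 13284 (LTH at 24 h), 12985 to 14519 (LTH at 48 h) and 905 to 1359 (LTH at recovery) in LTH. Ranges were 7837 to 10403 (IR29 at 2 h), 7118 to 8613 (IR29 at 8 h), 10144 to 10862 (IR29 at 24 h), 12776 to 13476 (IR29 at 48 h) and 10549 to 11082 (IR29 at recovery) in IR29, and 3550 to 4017 for the basal difference. For the interactions they were 488 to 1166 (the interaction at 2 h), 911 to 1975 (the interaction at 8 h), 2562 to 5479 (the interaction at 24 h), 3975 to 5471 (the interaction at 48 h) and 4225 to 5290 (the interaction at recovery). Beyond 1.5 times of the reported count were LTH at recovery (905 without LTH control array 2), the interaction at 2 h (535 without LTH control array 1, 529 without LTH control array 3, 488 without LTH 2 h array 2, 558 without LTH 2 h array 3, 527 without IR29 control array 3 and 565 without IR29 2 h array 2), at 8 h (1071 without LTH control array 1, 911 without LTH 8 h array 2, 1004 without IR29 control array 3 and 1063 without IR29 8 h array 1) and at 24 h (5479 without LTH 24 h array 2). Without 1 array a group has 2, which are assumed to vary like the other groups.

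Among 287 reported values of single genes, quantile normalization lost 6 calls and gained 4, the offset lost 26 and gained 2, the filter on dim probe sets gained 1, and the replicate block gained 2. None of these values turned from called in one direction to called in the other. Leaving out 1 array, in 2088 refits, lost 127 calls and gained 19. Each such call is given with its value where it is reported.

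The share of up-regulated calls moved by more than 10 percentage points in LTH at 2 h with the lower bound and a difference of 100 (1253 up and 757 down) or 200 (1000 up and 481 down). With a difference of 200 it also moved in LTH at 8 h (1079 up and 590 down), IR29 at 2 h (953 up and 743 down) and IR29 at 24 h (1092 up and 940 down). With Student's t-test it moved in LTH at recovery after adjustment (48 up and 12 down) and without adjustment in the interaction at 2 h (2881 up and 1945 down) and 8 h (3645 up and 2194 down). The lower bound moved it in the interaction at 8 h (933 up and 430 down). With that t-test unadjusted and a difference on top, it moved in LTH at 24 h with 200 (1727 up and 1301 down) and in LTH at recovery with 50 (574 up and 792 down). Leaving out 1 array moved it in LTH at recovery to 62.7% without LTH control 2 and 42% without recovery array 2 (770 up and 696 down reported), and in the interaction at 24 h to 55.6% without LTH 24 h array 2 (2301 up and 1201 down reported). With a difference of 200 on top of the lower bound, up-regulated calls exceeded down-regulated ones in LTH at 24 h (1290 up and 1028 down) and 48 h (1672 up and 1380 down), where the reverse is reported. So they did in LTH at 24 h with the other added settings except a difference of 50 on top of the lower bound, in LTH at 48 h with a difference of 100 on top of the lower bound and of 200 on top of the t-test, in IR29 at 2 h with a difference of 100 on top of the lower bound, and in IR29 at 8 h with each difference on top of it. In LTH at recovery the balance was nearly even, and down-regulated calls exceeded up-regulated ones without dim probe sets (735 up and 740 down), with Student's t-test unadjusted (1516 up and 1805 down), with the lower bound (501 up and 582 down), with only the arrays compared (906 up and 1164 down), with genes in place of probe sets (477 up and 511 down), with all 6 added settings and without recovery array 2 (571 up and 788 down).

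The share of raised probe sets common to both genotypes was higher at 2 h than from 8 to 48 h under each of the settings run for it, from 31.5% at 2 h against 14.6% with the adjusted t-test to 47.2% against 16.7% with the offset. The late set leaves out probe sets called at 2 h in that genotype, which lowers its share by construction. Taken by time point, 4459 probe sets changed in the same direction in both genotypes at 2 h, of 7792 called in LTH and 9462 in IR29. At 48 h they numbered 7649, of 14576 and 13966. The lower late share therefore does not show that sharing fell with time. With other clusterings the 2 h profiles of the genotypes still joined only after the chilling profiles within each genotype, at step 8 with complete linkage and step 7 with Euclidean distance.

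With the shoot apex markers as a covariate 7 DNA replication genes were called in LTH at 2 h in place of 10, and 1 core histone gene in IR29 at 2 h in place of 2, which is moved.

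Signal over background limits dim probe sets. Array medians lay between 9.830 and 11.19, so a fold of a probe set near such values depends on how low values are treated, as the offset shows. The root mean square deviation of arrays from their group mean was lowest in the LTH controls (0.361) and highest in LTH at 24 h (0.602). The replicate number was used only as a block, promoter elements were not analysed here, and every setting named at the start was run.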

Differences from the paper's values

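The 6 settings that add a difference between group means, 50, 100 or 200 on top of the lower bound of the fold or of Student's t-test, were chosen only after the values and the paper's counts were seen. The paper's results section counts genes at 2-fold and a t-test p under 0.05, and its methods describe a lower bound of the fold. The counts here are of probe sets at an adjusted p under 0.05 in limma and 2-fold. Each count below is more than 1.5 times the paper's. Where the paper's tables give folds by probe set, folds here are on the same scale: r with the paper's folds was 1.00 over 119 values in Table S6 and 1.00 over 158 in Table S10, and 100% of the values in Table S9 had the same direction (r = 0.98, 40 values).

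In LTH the counts were, at 2 h, 4004 (the paper's 1166) raised and 3788 (the paper's 878) lowered, at 8 h, 4155 (the paper's 1222) raised and 3724 (the paper's 873) lowered, at 24 h, 5414 (the paper's 1461) raised and 6240 (the paper's 1172) lowered, at 48 h, 7055 (the paper's 2091) raised and 7521 (the paper's 2015) lowered, at recovery, 770 (the paper's 219) raised and 696 (the paper's 226) lowered. In IR29 the counts were, at 2 h, 4033 (the paper's 923) raised and 5429 (the paper's 1157) lowered, at 8 h, 4146 (the paper's 1326) raised and 4568 (the paper's 1405) lowered, at 24 h, 4889 (the paper's 1235) raised and 6517 (the paper's 1634) lowered, at 48 h, 6056 (the paper's 1272) raised and 7910 (the paper's 1885) lowered, at recovery, 5117 (the paper's 1173) raised and 6726 (the paper's 1834) lowered. Under control conditions 2329 (the paper's 286) were higher and 1967 (the paper's 280) lower in LTH.

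Called at any chilling or recovery time point in either genotype were 29738 (the paper's 8484), at a chilling time point 26398 (the paper's 7158) and at recovery 12195 (the paper's 3230). At a chilling time point 18348 (the paper's 4939) were called in LTH and 19293 (the paper's 4878) in IR29. At recovery only 469 (the paper's 224) were called in LTH and 4852 (the paper's 1685) in IR29, and 1096 (the paper's 232) in both genotypes in the same direction.

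Over all chilling time points, raised were 4527 (the paper's 1161) in both genotypes, 4148 (the paper's 1256) in LTH only and 4028 (the paper's 949) in IR29 only, and lowered were 6011 (the paper's 1498) in both genotypes, 3708 (the paper's 1024) in LTH only and 4782 (the paper's 1270) in IR29 only. At 2 h, raised were 2232 (the paper's 554) in both genotypes, 1772 (the paper's 568) in LTH only and 1801 (the paper's 330) in IR29 only. From 8 to 48 h, raised were 1206 (the paper's 299) in both genotypes, 3439 (the paper's 783) in LTH only and 3283 (the paper's 668) in IR29 only, and lowered were 1915 (the paper's 549) in both genotypes, 3996 (the paper's 731) in LTH only and 3432 (the paper's 790) in IR29 only.

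Of the alternatives set before the data were examined, quantile normalization, the filter on dim probe sets, the replicate block, Student's t-test with and without adjustment, only the arrays compared and the omission of cross-hybridizing probe sets brought none of the counts for which they were run within 1.5 times of the paper's. The offset of 32 before log2 did so for 8 of 45: 2083 against the paper's 1405 lowered in IR29 at 8 h, 328 against the paper's 224 called at recovery only in LTH, 2450 against the paper's 1685 called at recovery only in IR29, 1848 against the paper's 1256 raised in LTH only over all chilling time points, 1399 against the paper's 949 raised in IR29 only over all chilling time points, 1471 against the paper's 1024 lowered in LTH only over all chilling time points, 1873 against the paper's 1270 lowered in IR29 only over all chilling time points and 774 against the paper's 568 raised in LTH only at 2 h. The lower bound of the fold did so for 1 of 30: 2080 against the paper's 1405 lowered in IR29 at 8 h. Genes in place of probe sets did so for 5 of 30: 2710 against the paper's 2091 raised in LTH at 48 h, 1828 against the paper's 1235 raised in IR29 at 24 h, 12554 against the paper's 8484 called at chilling or recovery in either genotype, 268 against the paper's 224 called at recovery only in LTH and 2099 against the paper's 1685 called at recovery only in IR29. Leaving out 1 array did so for 1 count, 338 against the paper's 226 lowered in LTH at recovery without control array 2 of LTH. For every other count above, none of the alternatives set before that were run for it came within 1.5 times of the paper's.

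Among the 6 settings chosen after the values were seen, a difference of 100 on top of the lower bound brought 28 of 30 counts within 1.5 times of the paper's and a difference of 200 on top of the t-test 29 of 30, while dropping 68 and 252 of 541 items called in the paper's tables. The others, also chosen after the values were seen, brought 21 of 30 (a difference of 50 on top of the lower bound, dropping 67 items), 25 of 30 (200 on top of the lower bound, dropping 289), 0 of 30 (50 on top of the t-test, dropping 0) and 8 of 30 (100 on top of the t-test, dropping 1). Settings on top of different tests thus come close, so the counts do not identify the paper's procedure, and none of the 6 is preferred here. With the reported settings 15 of the items were not called, with quantile normalization 13, with the offset 8, with the replicate block 16, with the t-test adjusted 30, with the lower bound 67, and with the t-test unadjusted or with only the arrays compared 0. In none of these settings was an item called in the opposite direction.

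The paper states that up-regulated genes exceed down-regulated ones in LTH at each chilling time point. Here that held for probe sets at 2 and 8 h, while at 24 h 6240 were lowered and 5414 raised, and at 48 h 7521 were lowered and 7055 raised. Counted as genes, each of 17905 annotated genes by its brightest probe set, more were lowered than raised in LTH at 2 h (2350 and 1928), 8 h (2067 and 1961), 24 h (3565 and 2241) and 48 h (4147 and 2710). The paper speaks of genes, but its tables give part of their entries by probe set, so this unit may not be the paper's. The count also leaves out probe sets without a gene and the dimmer ones of each gene, so its shift need not come from the unit. An unadjusted Student's t-test gave 4629 lowered and 4401 raised at 2 h, while the paper names a t-test without its form. Student's t-test adjusted gave 3138 raised and 2783 lowered at 24 h, and the added settings under which the balance turned are named in the part on processing. With a difference of 200 on top of the unadjusted t-test, LTH had 1727 raised and 1301 lowered at 24 h, and 2161 and 1954 at 48 h. The balance there was as the paper states at every chilling time point in both genotypes. That setting was chosen after the values were seen and missed 252 of 541 items called in the paper's tables. The balance thus depends on the setting. In IR29 more probe sets were lowered than raised at each chilling time point, as the paper states. The paper's clustering joins the 2 h samples of both genotypes. Here they joined at step 7, after the chilling profiles within each genotype, and under none of 3 other clusterings earlier. Profiles of 1 genotype share control arrays, which alone gave r = 0.50 in simulated unchanged groups, and r was 0.72 between the 2 h profiles, which share none, 0.71 between IR29 at 2 and 8 h and 0.85 between LTH at 2 and 8 h. The order of joining thus leaves open which of these profiles are closer. The recovery samples of the genotypes joined each other.

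For S-adenosylmethionine decarboxylases the paper states an induction in LTH only at 2 h. AdoMetDC, the gene with the synonym SAMDC, had a log2 fold change of 0.08 (adjusted p = 0.58) in LTH at 2 h and was called under none of the settings run for it. The paper's own genes were not matched to probe sets, so AdoMetDC may not be one of them and does not test that statement. Core histones are stated to fall in LTH alone. Of the 6 histone genes with a symbol, 1 fell at 24 h in LTH and 2 in IR29 (1 and 2 when adjusted over the list alone), H2B.10 fell in both genotypes at 24 h, and the histones that the paper lists were not analysed here. Photosynthesis genes are stated to rise in IR29 alone in the late phase. Among the 6 photosystem genes of the list 0 rose in IR29 at 48 h in limma (0 at an unadjusted p under 0.05) and 5 fell (5 when adjusted over the list alone), but the paper's own genes were not analysed here.

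MYBS3 and MYB3R-2 are stated to be induced in the late phase in LTH alone. Both were called in LTH at 48 h (1.57 and 2.02) and already at 2 h (1.03 and 1.15), although MYBS3 was not called at 2 h with quantile normalization (0.95, adjusted p = 3.7e-07). MYBS3 was called at no chilling time point in IR29 as reported here, although with quantile normalization at 48 h (1.02, adjusted p = 4.0e-08), MYB3R-2 was called in IR29 at 2 h (1.01), and the interaction at 48 h was 0.69 (adjusted p = 0.0034) for MYBS3 and 1.10 (adjusted p = 4.9e-04) for MYB3R-2. DREB2B is stated to start at 8 h in LTH and at 24 h in IR29. In LTH it was first called at 8 h here too (1.62), in IR29 at 2 h (1.12), where the offset of 32 put 2 and 8 h under 2-fold and so gives the paper's start at 24 h. A heat shock protein of 17.4 kDa is stated to change in LTH alone at recovery. The gene with the symbol HSP17.4 had 1.44 (adjusted p = 0.67) in LTH, called under none of the settings run for it, and 3.44 (adjusted p = 0.018) in IR29. It was not matched to the paper's gene and may be another.

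A dehydrin and late embryogenesis abundant proteins are stated to be among the LTH-specific genes at recovery. The genes here were chosen by symbol and not matched to the paper's own, so they may be others and do not test that statement. RAB16B passed the interaction with 4.54 (adjusted p = 0.016) and RAB16C with 3.72 (adjusted p = 0.0018), while LEA19 with 2.22 (adjusted p = 0.32) and Dhn1 with 0.30 (adjusted p = 0.66) did not.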

Other observations

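The counts over other splits of the arrays were chosen only after the results were seen.

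For comparisons of 3 arrays with 3, only 10 splits exist, too few for a share under 0.05. The real split called 7792, 7879, 11654, 14576 and 1466 probe sets in LTH at 2, 8, 24 and 48 h and recovery, and the highest of the other splits 5, 0, 0, 0 and 1. In IR29 it called 9462, 8714, 11406, 13966 and 11843, and the highest of the others 1, 1, 2, 1 and 2. For the interactions, with 100 splits each, only the real one was as large: 910 against at most 825 at 2 h, 1635 against 291 at 8 h, 3502 against 1386 at 24 h and 4986 against 487 at 48 h. Not every possible split was drawn, so this makes chance unlikely and does not exclude it. The margin at 2 h is narrow, since the count of 910 fell under 825 without any 1 of 9 of the 12 arrays it uses: LTH control 1 (535), LTH control 2 (735), LTH control 3 (529), LTH 2 h array 2 (488), LTH 2 h array 3 (558), IR29 control 1 (613), IR29 control 2 (686), IR29 control 3 (527) or IR29 2 h array 2 (565). The other splits were not run without an array.

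A hypothesis tested was that control leaves were sampled at another time of day than the chilled leaves, so that clock genes would differ from the control alike at 24 h chilling and at 24 h recovery. Of the 6 genes of the Circadian clock list 2 were called at 24 h in LTH and 1 in IR29, and their median recovery change was -0.53 (range -0.62 to -0.43) and -0.45 times the 24 h change. Both values lie under the bound of 0.25 set against the hypothesis. The bound presumed more called clock genes than these, and a value from 1 gene has no spread, so the hypothesis stays open. At recovery 2 clock genes fell in LTH (2 adjusted over the list alone, median log2 change -0.46, adjusted p = 2.8e-05 with the preset correlation and adjusted p = 0.053 with an estimated correlation) and 3 in IR29 (3 adjusted over the list alone, median -1.04, adjusted p = 2.3e-05 with the preset correlation and adjusted p = 0.051 with an estimated correlation).

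Lists that belong to no claim gave these values, with medians as log2 changes. Of the 8 Trehalose metabolism genes 4 rose in LTH at 2 h (5 adjusted over the list alone, median 1.45, adjusted p = 6.9e-04 with the preset correlation and adjusted p = 0.071 with an estimated correlation) and 5 in IR29 (5 adjusted over the list alone, median 1.68, adjusted p = 4.0e-04 with the preset correlation and adjusted p = 0.063 with an estimated correlation). Of the 3 Proline metabolism genes 1 rose in LTH at recovery (1 adjusted over the list alone, median 0.42, adjusted p = 0.0075 with the preset correlation and adjusted p = 0.051 with an estimated correlation) and 1 in IR29 (1 adjusted over the list alone, median 0.37, adjusted p = 0.046 with the preset correlation and adjusted p = 0.12 with an estimated correlation, and not called with quantile normalization, the replicate block (adjusted p = 0.055) or without dim probe sets). Of the 24 Cytosolic ribosomal protein genes 13 fell in LTH at 48 h (13 adjusted over the list alone, median -1.03, adjusted p = 2.4e-07 with the preset correlation and adjusted p = 0.30 with an estimated correlation) and 10 in IR29 at 2 h (10 adjusted over the list alone, median -0.97, adjusted p = 6.6e-08 with the preset correlation and adjusted p = 0.28 with an estimated correlation). Of the 16 ROS scavenging genes 9 fell at 48 h in LTH (9 adjusted over the list alone, median -1.02, adjusted p = 8.7e-05, and adjusted p = 0.025 with an estimated correlation) and 6 in IR29 (6 adjusted over the list alone, median -0.76, adjusted p = 5.0e-05, and adjusted p = 0.023 with an estimated correlation).

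Of the 6 Glutathione S-transferase genes 4 fell in IR29 at 2 h (4 adjusted over the list alone, median -1.52, adjusted p = 0.013 with the preset correlation and adjusted p = 0.063 with an estimated correlation, and adjusted p = 0.065 without dim probe sets). Of the DNA replication genes 3 fell in LTH at recovery (11 adjusted over the list alone, median -1.35, adjusted p = 2.0e-06 with the preset correlation and adjusted p = 0.26 with an estimated correlation), and 3 in IR29 at 2 h (2 adjusted over the list alone, median -0.79, adjusted p = 0.064). With the mean of 5 shoot apex markers as a covariate, which follows the list between replicates, these medians were -0.96 and -0.25, so an unequal share of apex tissue is a candidate source here too. In LTH at 24 h the covariate left the median about as low (-0.94 in place of -1.01, with 10 genes called lower in place of 8), as at 48 h (-0.82 in place of -0.99, with 5 in place of 6). The interaction of that list at 2 h had a median of -0.70 (adjusted p = 0.017 with the preset correlation and adjusted p = 0.60 with an estimated correlation), with 0 genes called in limma (1 adjusted over the list alone, 3 lower and 1 higher at an unadjusted p under 0.05). With the covariate its median was -0.60 and 1 gene was called lower. Of the 4 Calvin cycle genes 1 fell in IR29 at recovery (1 adjusted over the list alone, median -1.04, adjusted p = 6.9e-04 with the preset correlation and adjusted p = 0.063 with an estimated correlation). Of the Senescence and chlorophyll breakdown genes 2 rose in IR29 at recovery (2 adjusted over the list alone, median 1.08, adjusted p = 0.13), and the interaction of that list at recovery had a median of 0.07 (adjusted p = 0.40).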
